# Transcriptome Analysis of mRNAs and Long Non-Coding RNAs During Subsequent Embryo Development of Porcine Cloned Zygotes After Vitrification

**DOI:** 10.3389/fgene.2021.753327

**Published:** 2021-12-17

**Authors:** Decai Xiang, Baoyu Jia, Jianxiong Guo, Qingyong Shao, Qionghua Hong, Hongjiang Wei, Guobo Quan, Guoquan Wu

**Keywords:** pig, cloned zygote, vitrification, transcriptome, long non-coding RNA

## Abstract

Cryopreservation of porcine cloned zygotes has important implications for biotechnology and biomedicine research; however, lower embryo developmental potential remains an urgent problem to be resolved. For exploring the sublethal cryodamages during embryo development, this study was designed to acquire the mRNA and long non-coding RNA (lncRNA) profiles of 2-cells, 4-cells and blastocysts derived from vitrified porcine cloned zygotes using transcriptome sequencing. We identified 167 differentially expressed (DE) mRNAs and 516 DE lncRNAs in 2-cell stage, 469 DE mRNAs and 565 lncRNAs in 4-cell stage, and 389 DE mRNAs and 816 DE lncRNAs in blastocyst stage. Functional enrichment analysis revealed that the DE mRNAs during embryo development were involved in many regulatory mechanisms related to cell cycle, cell proliferation, apoptosis, metabolism and others. Moreover, the target genes of DE lncRNAs in the three embryonic stages were also enriched in many key GO terms or pathways such as “defense response”, “linoleic acid metabolic process”, “embryonic axis specification”, “negative regulation of protein neddylation”, etc., In conclusion, the present study provided comprehensive transcriptomic data about mRNAs and lncRNAs for the vitrified porcine cloned zygotes during different developmental stages, which contributed to further understand the potential cryodamage mechanisms responsible for impaired embryo development.

## Introduction

In addition to being important livestock, pigs are also ideal large animal models for biological and biomedical research because they share similar anatomy, genetics, physiology, and pathology with humans (Tang et al., 2007; Wilkinson et al., 2013). The generation of genetically modified pigs has great promise in livestock industry and human disease treatment including regenerative medicine, xenotransplantation, stem cell therapy and others (Yang and Wu, 2018; Yue et al., 2021). These special pigs can be produced through the combination of gene editing technology and cloning by somatic cell nuclear transfer (SCNT) (Whitelaw et al., 2016). Furthermore, the cloned embryos obtained using these technical procedures are indispensable to result in genetically identical offspring (Keefer, 2015). For research and therapeutic purposes, the production of embryonic stem cells with the same genetic characteristics also requires cloned embryos by SCNT technique (Gouveia et al., 2020). Therefore, it is very essential to effectively cryopreserve porcine cloned embryos in order to genetic resource preservation as well as convenient research and utilization in related fields.

Cryopreservation of porcine embryos has been consistently considered difficult to perform owing to high chilling and freezing sensitivity caused by abundant cytoplasmic lipid droplets (Jin et al., 2013). With the development of vitrification techniques, the cryosurvival efficiency of porcine embryos at various developmental stages has been greatly improved in recent years (Wu et al., 2016; Bartolac et al., 2018; Nguyen et al., 2018; Nohalez et al., 2018; Xiang et al., 2019), and live piglets are also produced from the vitrified embryos derived *in vivo* or *in vitro* after transfer into recipients (Beebe et al., 2011; Misumi et al., 2013; Mito et al., 2015; Cuello et al., 2016; Kamoshita et al., 2017). However, vitrification results in the sublethal damages of surviving embryos as well, which may affect the subsequent properties for embryonic development such as blastocyst formation and embryo implantation (Tajima et al., 2020; Vining et al., 2021). Some studies have observed that vitrification of porcine early embryos including zygotes and 2- and 4- cells reduces their potential to develop to the blastocyst stage (Esaki et al., 2004; Somfai et al., 2009; Gomis et al., 2013). Although not reported frequently, there are some studies being conducted on the vitrification of porcine cloned embryos, resulting in an acceptable survival rate (Du et al., 2007; Kawakami et al., 2008; Nakano et al., 2011; Jia et al., 2020). Moreover, porcine cloned embryos may be appropriate for vitrifying at very early developmental stages such as the zygote stage, so they can be well applied to embryo transfer or mechanism research relate to embryonic development. Although vitrification is proved to not significantly reduce survival rate, the porcine cloned zygotes still show lower blastocyst formation rate as compared with their fresh counterparts (27.1 vs. 36.7%) (Jia et al., 2020). Thus it is very necessary to explore the structural and functional changes that occur during embryonic development of vitrified porcine cloned zygotes.

In recent years, increased focus has been placed on detecting the variation in gene expression for oocytes and embryos after vitrification. It is an effective means to analyze differences of important genes between fresh and vitrified embryos by using quantitative real-time PCR (qRT-PCR). For instance, vitrification of porcine blastocysts has been reported to result in altered expression of *POU5F1* and *HSPA1A* (Castillo-Martín et al., 2015). In our previous study, the resultant blastocysts from vitrified early-stage porcine cloned embryos showed increased expression of *PCNA*, *CPT1*, *POU5F1* and *DNMT3B* (Jia et al., 2020). Moreover, a microarray approach has also been applied to analyze the impact of vitrification on transcriptome profile of in *vivo*-derived porcine blastocysts (Cuello et al., 2021). On the other hand, the Smart-seq2 protocol has evolved into widely used tools for comprehensive analysis of the differential transcriptomes for vitrified oocytes in several mammalian species such as mice (Gao et al., 2017), pigs (Jia et al., 2019) and cattle (Wang et al., 2017; Huang et al., 2018; Zhang F. et al., 2020), which allows amplification to be performed for a small sample prior to the RNA sequencing (RNA-seq) (Picelli et al., 2014). More recently, the transcriptome features and differences of vitrified porcine cloned blastocysts have been investigated using RNA-seq (Zhang L. et al., 2020).

Long non-coding RNAs (lncRNAs) are important members of non-coding RNAs family, with transcripts longer more than 200 nucleotides. Accumulating evidences indicate that lncRNAs play assorted functions in the field of reproduction, such as spermatogenesis (Trovero et al., 2020), follicle growth (Ernst et al., 2018), oocyte maturation (Jiao et al., 2020; Wang J. et al., 2020; Wang J. J. et al., 2020; Yang et al., 2021), oocyte-to-embryo transition (Svoboda, 2017), embryonic development (Bouckenheimer et al., 2016) and others. Recent researches confirm that epigenetic modification can also be regulated by lncRNAs in oocytes and SCNT embryos (Yang et al., 2020; Deng et al., 2021). Based on above description, the present study applied the RNA-seq technique coupled with Smart-seq2 method to obtain the mRNA and lncRNA profiles of 2-cells, 4-cells and blastocysts derived from vitrified porcine cloned zygotes, which will directly lead to a deeper understanding of the molecular mechanism responsible for embryonic developmental impairment.

## Materials and Methods

### Chemicals and Reagents

In this study, all chemicals and reagents were purchased from Sigma-Aldrich Chemical Company (Shanghai, China), unless otherwise specified. Tissue culture medium-199 (TCM-199), Dulbecco’s phosphate buffered saline (DPBS) and knockout serum replacement were obtained from ThermoFisher Scientific (Shanghai, China).

### Oocyte Collection and Maturation *in vitro*

Porcine pre-pubertal ovaries were obtained from a local slaughterhouse and transported to the laboratory within 2 h in saline at 35–37°C. There, follicular fluids were aspirated from 3 to 8 mm antral follicles using a 20 ml-disposable syringe with an 18-gauge needle. After settlement for a short time, the sediments were resuspended two times with Tyrode’s lactate-HEPES-polyvinyl alcohol (TLH-PVA) medium (Funahashi et al., 1997) and then observed under a stereomicroscope (Olympus, Tokyo, Japan). Cumulus-oocyte complexes (COCs) with homogeneous ooplasm and three or more layers of compact cumulus cells were selected for *in vitro* maturation (IVM). In brief, groups of 50–70 COCs were washed three times in IVM medium and then cultured in each well of a 24-well plate (Costar, Corning, NY, United States) containing 500 μL IVM medium for 42–44 h at 39°C in an atmosphere of 5% CO_2_ with saturated humidity. The IVM medium consisted of TCM-199 supplemented with 3.05 mM D-glucose, 0.57 mM cysteine, 0.91 mM sodium pyruvate, 10% (v/v) porcine follicular fluid, 10 ng/ml epidermal growth factor, 0.5 μg/ml follicle-stimulating hormone and 0.5 μg/ml luteinizing hormone. At the end of IVM, COCs were denuded of cumulus cells by repeatedly pipetting in TLH-PVA medium containing 0.1% (w/v) hyaluronidase. Oocytes with an extruded first polar body and evenly granuled cytoplasm were selected for enucleation.

### Donor Cell Preparation

The donor cells were isolated from the ear tissues of Diannan miniature pigs and then cultured in DMEM supplemented with 10% fetal bovine serum (Ausbian, Sydney, Australia) at 38.5°C in a humidified atmosphere of 5% CO_2_. After four to eight passages, donor cells were induced entry into the G0/G1 phase and then harvested with trypsin for SCNT.

### SCNT and Embryo Culture

The procedures of SCNT were carried out as described previously (Wei et al., 2013). Briefly, oocytes were incubated in porcine zygote medium-3 (PZM-3) (Yoshioka et al., 2002) supplemented with 0.1 μg/ml demecolcine and 0.05 M sucrose for 0.5–1 h. Moreover, the first polar body and chromosomes were enucleated using an aspiration glass pipette in TLH-PVA medium containing 0.1 μg/ml demecolcine and 5 μg/ml cytochalasin B. A donor cell was inserted into the perivitelline space of an enucleated oocyte. The oocyte–donor cell couplets were placed between two wires of a fusion chamber overlaid with fusion medium (0.28 M mannitol, 0.1 mM MgSO_4_ and 0.5 mM HEPES), and then fused by a direct current (DC) pulse of 200V/mm for 20 μs using an Electro Cell Fusion Generator (LF201, NEPA GENE Co., Ltd. Japan). After incubating in PZM-3 for 0.5–1 h, they were activated by a DC pulse of 150 V/mm for 100 μs in activation medium (0.28 M mannitol, 0.1 mM MgSO_4_, 0.05 mM CaCl_2_ and 0.5 mM HEPES), followed by a 2–4 h culture in PZM-3 supplemented with 5 μg/ml cytochalasin B at 39°C under a humidified atmosphere of 5% CO_2_ in air. Finally, reconstructed cloned embryos were washed three times in PZM-3 and then cultured in the same medium under conditions described above.

### Vitrification and Warming

According to our previous study (Jia et al., 2020), the presumptive cloned zygotes after chemical activation were submitted to vitrification and warming. Basic medium (BM) was composed of DPBS with 20% (v/v) knockout serum replacement. Laboratory temperature was maintained at 25 ± 1°C. After washing in BM for a moment, the zygotes were placed into equilibration solution supplemented with 15% (v/v) ethylene glycol (EG) for 3 min, and then transferred to vitrification solution consisting of 0.6 M sucrose, 50 mg/ml polyvinylpyrrolidone and 35% (v/v) EG for 20–30 s. Thereafter, a group of about 10 zygotes were loaded onto a Cryotop carrier (Kitazato Biopharma, Shizuoka, Japan) with minimal vitrification solution and immediately plunged into liquid nitrogen (LN_2_) for long term storage. Warming was performed on a 42°C hot plate by directly dipping the tip of Cryotop carrier into 1.0 M sucrose for 1 min at 42°C. The vitrified zygotes were sequentially transferred stepwise into 0.5 and 0.25 M sucrose for 2.5 min at 39°C, respectively. Following incubation in BM for 5 min, they were washed three times in PZM-3 and subjected to *in vitro* culture.

### Sample Collection and RNA-Seq

Three biological replicates were performed for all experiments. For the experimental groups, the cloned zygotes were vitrified and then cultured in PZM-3 to develop into 2-cells, 4-cells and blastocysts. The fresh cloned embryos that developed to the 2-cell, 4-cell and blastocyst stages were used as the corresponding non-vitrified controls. The cloned embryos of each stage during preimplantation development were collected at the following time points after chemical activation: 24 h for 2-cells (4 per pool), 48 h for 4-cells (2 per pool), and 144 h for blastocysts (1 per pool). These embryos were transferred into cell lysis buffer, immediately frozen in LN_2_ and stored at −80°C. The full-length cDNA was generated with SMART-Seq v4 Ultra Low Input RNA Kit (Takara Bio United States, Mountain View, CA. United States) following the manufacturer’s instructions. Briefly, first-strand cDNA was synthesized using 3′ SMART-Seq CDS Primer II A and SMART-Seq v4 Oligonucleotide, following by cDNA amplification through LD-PCR. Then the amplified cDNA was purified by immobilization on AMPure XP beads and validated using the Agilent High Sensitivity DNA Kit on an Agilent 2100 bioanalyzer (Agilent Technologies, CA, United States). Library preparation was generated from an equal amount of cDNA samples using the Illumina Nextera XT DNA Sample Preparation Kit (Illumina, San Diego, CA, United States), and library quality was assessed in an Agilent 2100 bioanalyzer. RNA-Seq was conducted on the Illumina Novaseq™ 6000 platform (Illumina, San Diego, CA, United States) in the 150 bp paired-end configuration by LC-Bio Sciences (Hangzhou, China).

### Transcripts Assembly

Firstly, the reads that contained adaptor contamination, low quality bases and undetermined bases were removed by Cutadapt (https://code.google.com/p/cutadapt/). Then FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to verify sequence quality. The clean reads were mapped to the genome data of *Sus scrofa* with Bowtie2 (http://bowtie-bio.sourceforge.net/bowtie2/index.shtml) and Hisat2 (https://daehwankimlab.github.io/hisat2/), and mapped reads of each sample were subsequently assembled using StringTie (http://ccb.jhu.edu/software/stringtie/). Finally, all transcriptomes were merged to reconstruct a comprehensive transcriptome using a Perl script.

### LncRNA Identification

Transcripts overlapping with known mRNAs and transcripts shorter than 200 bp were discarded. Then we predicted transcripts with coding potential by utilizing coding potential calculator (CPC, http://cpc.cbi.pku.edu.cn/) and coding-non-coding index (CNCI, http://cpc.cbi.pku.edu.cn/) All transcripts with score CPC < −1 and score CNCI <0 were removed. The remaining transcripts were considered as lncRNAs.

### Different Expression Analysis of mRNAs and lncRNAs

StringTie was used to perform expression level analysis for mRNAs and lncRNAs by calculating fragments per kilobase of exon per million fragments. The differentially expressed (DE) mRNAs and lncRNAs were determined with the threshold of |log_2_ (fold change)| > 1 and statistical significance (*p*-value < 0.05) by R package-edgeR.

### Target Gene Prediction

To explore the function of lncRNAs, we predicted their target genes in cis, as lncRNAs may play a cis role to act on neighboring target genes. In the present study, coding genes within 100 Kb upstream and downstream of DE lncRNAs on the genome were selected by a python script. Only the DE mRNAs were considered as potential cis-target genes in order to reduce false positives.

### Functional Enrichment Analysis

GO enrichment analysis was carried out for all DE mRNAs and cis-target genes of DE lncRNAs using BLAST2GO (https://www.blast2go.com/), according to cellular component, biological process and molecular function. Meanwhile, the KEGG pathway database (http://www.genome.jp/kegg/) was used to perform pathway enrichment analysis. GO terms and KEGG pathways with *p*-value < 0.05 were considered significantly enriched.

### qRT-PCR

Total complementary DNA (cDNA) was isolated from 2-cells (10 per pool), 4-cells (5 per pool) and blastocysts (5 per pool) using a TransScript®-Uni Cell to cDNA Synthesis SuperMix for qPCR (TransGen Biotech, Beijing, China) according to the manufacturer’s protocol, and stored at −20°C until used. qRT-PCR was conducted using a CFX Real-Time PCR Detection System (Bio-Rad, Hercules, CA, United States) with the Fast qPCR Mix (Tsingke, Beijing, China). Reaction conditions were 95°C for 1 min, followed by 40 cycles of 95°C for 10 s and 60°C for 15 s. Four replicates were made for each reaction. qRT-PCR was performed in three independent biological replicates for each sample. Relative expression of selected genes was calculated by the 2^−ΔΔCT^ method after normalization to GAPDH. Primer sequences used in this experiment are listed in Supplementary Table S1.

## Results

### Overview of RNA-Seq Data

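Cloned embryos were made by nuclear transfer, in which the nucleus of a donor cell replaces that of an oocyte, and zygotes were vitrified, that is cooled so fast in concentrated cryoprotectant that the water sets as a glass without ice. Embryos that developed from vitrified zygotes are called vitrified 2-cells, 4-cells and blastocysts, and those from zygotes that were not cooled are called fresh. Each stage had 3 vitrified and 3 fresh libraries. A library held 4 embryos of 24 h at the 2-cell stage, 2 embryos of 48 h at the 4-cell stage, and 1 blastocyst of 144 h. According to the paper, cDNA was amplified with a SMART-Seq kit, while the sample labels describe a small RNA library protocol. The authors trimmed the reads with Cutadapt, checked them with FastQC, mapped them with Bowtie2 and HISAT2 and assembled transcripts with StringTie, with no versions given in the sources used here. The files used here give, for 24358 genes with Ensembl pig identifiers, the FPKM of each library, which scales the fragments of a gene by its exon length and by the fragments of the library, with 0.0001 as the lowest value listed. They also give the authors' fold change, as the ratio of the mean FPKM values, and the p-values of their edgeR comparison. The median number of valid reads, as the paper's Table S2 lists them, was 44513698 in fresh and 46862332 in vitrified 2-cells, 39395958 and 39920120 in 4-cells, and 35399826 and 36802690 in blastocysts. Because FPKM values hold no counts, no counting interval was computed. Log2 values of FPKM plus 1 were compared within each stage with limma, which borrows the spread between replicates across genes. Genes with at least 1 FPKM in at least 3 of the 6 libraries were tested, which left 8449 genes in 2-cells, 8769 in 4-cells and 7833 in blastocysts. A gene was called at the paper's threshold, an unadjusted p under 0.05 with a change of more than 1 on the log2 scale, and the number of genes at an adjusted p under 0.05 is given beside it. The added 1 pulls the fold changes of genes with a few FPKM toward 0. Gene lists for pathways, cell types and complexes were written before the expression files were opened but after the paper's supplementary tables had been read. Some members of the lists had been seen in Tables S3 to S5, among them several genes of the hypoblast list in Table S5, and are not independent. The lists were tested with camera, which compares the genes of a list with all other genes.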

In the present study, a total of 18 cDNA libraries were constructed using 2-cells, 4-cells and blastocysts derived from fresh and vitrified porcine cloned zygotes. We obtained 146.81 Gb raw data after sequencing by the Illumina Novaseq™ 6000 platform. After quality control, 110.88 Gb valid date were retained, with an average Q30 ratio of 98.59% and GC contents of 47–54%. Moreover, 75.81–90.17% of valid reads were aligned against the *Sus scrofa* reference genome, and the unique mapping ratio were 57.50–69.96%. 

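Between 8198 and 8647 genes had at least 1 FPKM in a 2-cell library, 8230 to 8841 in a 4-cell library and 7551 to 7834 in a blastocyst library. The blastocysts stood apart in their reads, with 75.81% to 81.43% of valid reads mapped and a GC content of 53% to 54%, against 88.11% to 90.17% mapped and 47% to 49% GC at the earlier stages. These percentages are the paper's, from Table S2. Across all tested genes, a 2-cell library had a mean correlation of 0.941 to 0.967 with the other libraries of its stage, and a blastocyst library one of 0.949 to 0.964. The 4-cell libraries differed more among themselves, at 0.869 to 0.892 for 5 of them and 0.763 for vitrified replicate 3. The transcription factor gene KLF17 shows the same spread, at 218 FPKM in vitrified replicate 3 and 0.0001 to 12.5 FPKM in the other 4-cell libraries. Genes are not independent replicates, so these correlations carry no p.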

The detailed information about data quality and mapping statistics are shown in Supplementary Table S2.

### Identification of lncRNAs

The basic features of lncRNAs were identified and compared with mRNAs by analyzing the transcript length, exon number and open reading frame (ORF) length (Figure 1). Transcript length of lncRNAs was mainly between 200 and 1,000 bp, while most of mRNA transcripts showed more than 1,000 bp length. The majority of lncRNAs consisted of one or two exon(s), which had fewer exon number compared with mRNAs. Moreover, ORF length of lncRNAs was mostly distributed within 0–100 aa, and was also shorter than that of mRNAs. The above data in this study conformed to the typical characteristics of lncRNAs. In addition, a total of 140420 lncRNAs were identified from the 18 libraries, including 401 known lncRNAs and 140019 novel lncRNAs.

**FIGURE 1:**
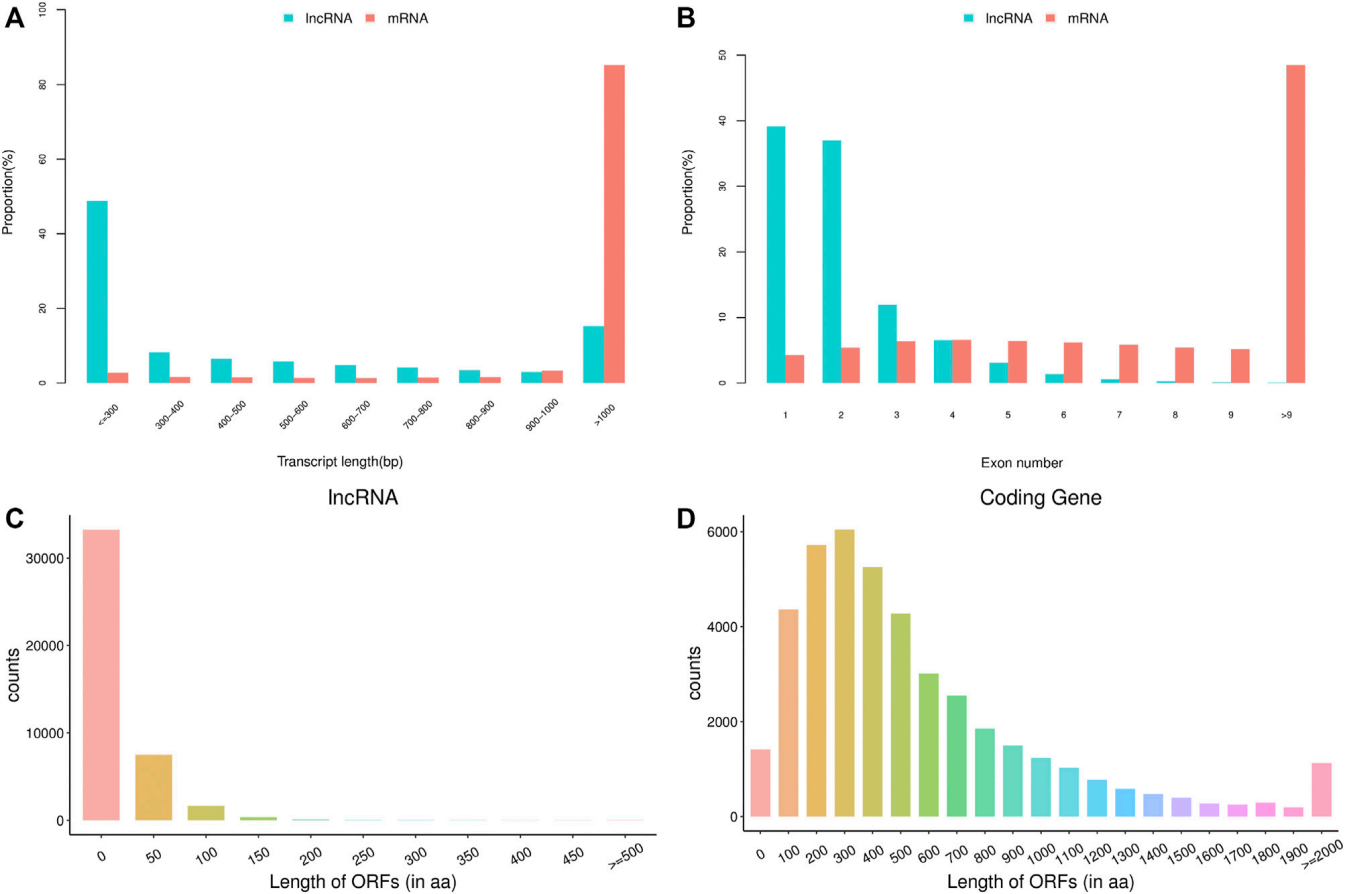
The basic features of predicted long non-coding RNAs (lncRNAs) and mRNAs. **(A)** transcript length of lncRNAs and mRNAs, **(B)** exon number of lncRNAs and mRNAs, **(C)** open reading frame (ORF) length of lncRNAs, **(D)** ORF length of mRNAs.

### Differential Expression Analysis of mRNAs and lncRNAs

The volcano plots of the differential mRNA expression analysis are revealed in Figure 2. For the comparison of 2-cells from vitrified and fresh zygotes, a total of 167 DE mRNAs were found of which 33 were up-regulated and 134 were down-regulated (Supplementary Table S3). Moreover, we found that 469 mRNAs were differentially expressed in the 4-cells from vitrified zygotes, including 411 up-regulated and 58 down-regulated mRNAs (Supplementary Table S4). 

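GNAT2, which encodes the alpha subunit of cone transducin, was higher in vitrified 2-cells, at 19.0 ± 4.41 FPKM (SD, n = 3) against 3.69 ± 2.81 FPKM (SD, n = 3) in fresh 2-cells. PDZD11, a scaffold protein with a PDZ domain, was higher as well, at 98.9 ± 4.53 against 45.6 ± 10.3 FPKM. MGAT1, the enzyme that starts the synthesis of complex N-glycans, was lower in vitrified 2-cells, at 0.189 ± 0.104 against 2.23 ± 0.687 FPKM. ANKS4B, a scaffold protein of microvilli, was also lower, at 47.5 ± 7.13 against 127 ± 40.3 FPKM. In log2 fold changes these differences were 2.28 for GNAT2 (standard error 0.46), 1.12 for PDZD11 (standard error 0.20), -1.43 for MGAT1 (standard error 0.22) and -1.35 for ANKS4B (standard error 0.27), each with an adjusted p of 1.00 from limma. PDZD11 was no longer called without fresh replicate 1, at a log2 fold change of 0.99. Of the genes tested, 38 were called, 15 higher and 23 lower in vitrified 2-cells. None had an adjusted p under 0.05 from limma, 317 had an unadjusted p under 0.05 where chance gives 422 (717 without fresh replicate 1 and 460 without fresh replicate 2), and with the authors' own p-values 5 had an adjusted p under 0.05. Quantile normalization gave 22 higher and 13 lower genes, and scaling by the median ratio gave 17 of each. Between 46 genes (without vitrified replicate 2) and 124 genes (without fresh replicate 1) were called when 1 library was left out, and 10 of the 38 were called in each of these 6 fits. The authors' deposited table marks 54 genes as up and 188 as down, and 31 of the 38 called genes carry its mark in the same direction.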

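SPRY2, an inhibitor of growth factor signalling, was higher in vitrified 4-cells, at 3.22 ± 1.10 FPKM (SD, n = 3) against 0.363 ± 0.372 FPKM (SD, n = 3) in fresh 4-cells. GM2A, a lysosomal cofactor for ganglioside breakdown, was higher too, at 6.80 ± 2.48 against 1.76 ± 0.727 FPKM. TMIGD1, an adhesion protein of epithelia, was lower in vitrified 4-cells, at 3.71 ± 2.12 against 16.8 ± 5.40 FPKM. SLC39A8, a zinc and manganese importer, was lower as well, at 12.9 ± 5.77 against 43.0 ± 7.29 FPKM. The log2 fold changes were 1.63 for SPRY2 (standard error 0.41), 1.49 for GM2A (standard error 0.45), -1.99 for TMIGD1 (standard error 0.53) and -1.76 for SLC39A8 (standard error 0.49), each with an adjusted p of 0.947 from limma and called whichever 1 library was left out. In all, 87 genes were called higher and 216 lower, 303 together, and 1 had an adjusted p under 0.05. That gene is ENSSSCG00000036186, which was listed at 0.0001 FPKM in all 3 fresh libraries and at 36.5 ± 4.43 FPKM in vitrified 4-cells (adjusted p = 0.00286 from limma), and without fresh replicate 1 or fresh replicate 2 no gene had an adjusted p under 0.05. The median of all genes shifted by -0.16 on the log2 scale, and after quantile normalization 165 genes were higher and 129 lower, while scaling by the median ratio gave 156 higher and 125 lower. Libraries with the same replicate number correlated at 0.22, 0.37 and 0.42 in 4-cells after the mean of each group was removed. These are too few pairs to tell a resemblance from chance. With the replicate number as a block 148 genes were higher and 338 lower, 486 together. Leaving out 1 library gave between 171 genes (without fresh replicate 2) and 739 (without vitrified replicate 2), 178 without fresh replicate 1, and 58 of the 303 were called in each of the 6 fits. The authors' deposited table marks 269 genes as up and 92 as down, and 89 of the 303 carry its mark in the same direction.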

Comparing vitrified zygote-derived blastocysts with fresh blastocysts, there were189 up-regulated and 200 down-regulated DE mRNAs (Supplementary Table S5).

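HBE1, which encodes the epsilon chain of embryonic hemoglobin, was lower in vitrified blastocysts, at 8.04 ± 11.0 FPKM (SD, n = 3) against 556 ± 269 FPKM (SD, n = 3) in fresh blastocysts. ISYNA1, the enzyme that makes inositol phosphate from glucose phosphate, was lower at 6.78 ± 4.15 against 38.2 ± 8.76 FPKM, and SLC7A9, a cystine transporter, at 1.38 ± 2.02 against 15.9 ± 7.16 FPKM. ATP6V0D2, a subunit of the proton pump of acidic organelles, was higher in vitrified blastocysts, at 29.7 ± 3.98 against 6.75 ± 0.577 FPKM. VNN1, a pantetheinase, was higher as well, at 9.46 ± 7.16 against 1.93 ± 0.666 FPKM. ATP6V0D2 had a log2 fold change of 1.98 (standard error 0.18, adjusted p = 0.0418 from limma), and it was the single gene with an adjusted p under 0.05. No gene had an adjusted p under 0.05 after quantile normalization, scaling by the median ratio, with the replicate number as a block, without the filter on low values, or without fresh replicate 2 or fresh replicate 3. HBE1 had a log2 fold change of -6.62 (standard error 0.83, adjusted p = 0.105 from limma). ISYNA1 had a log2 fold change of -2.46 (standard error 0.40, adjusted p = 0.110 from limma). At the unadjusted threshold, all 5 genes were called whichever 1 library was left out. Of the genes tested, 117 were called higher and 60 lower, 177 together. The median of all genes shifted by 0.11 on the log2 scale, and after quantile normalization 54 genes were higher and 82 lower, while scaling by the median ratio gave 54 higher and 91 lower. Without fresh replicate 1, 269 genes were called, without vitrified replicate 3, 303 genes, and the other fits without 1 library gave 167 to 221, with 75 of the 177 called in each. The authors' deposited table marks 317 genes as up and 215 as down, and 155 of the 177 carry its mark in the same direction.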

**FIGURE 2:**
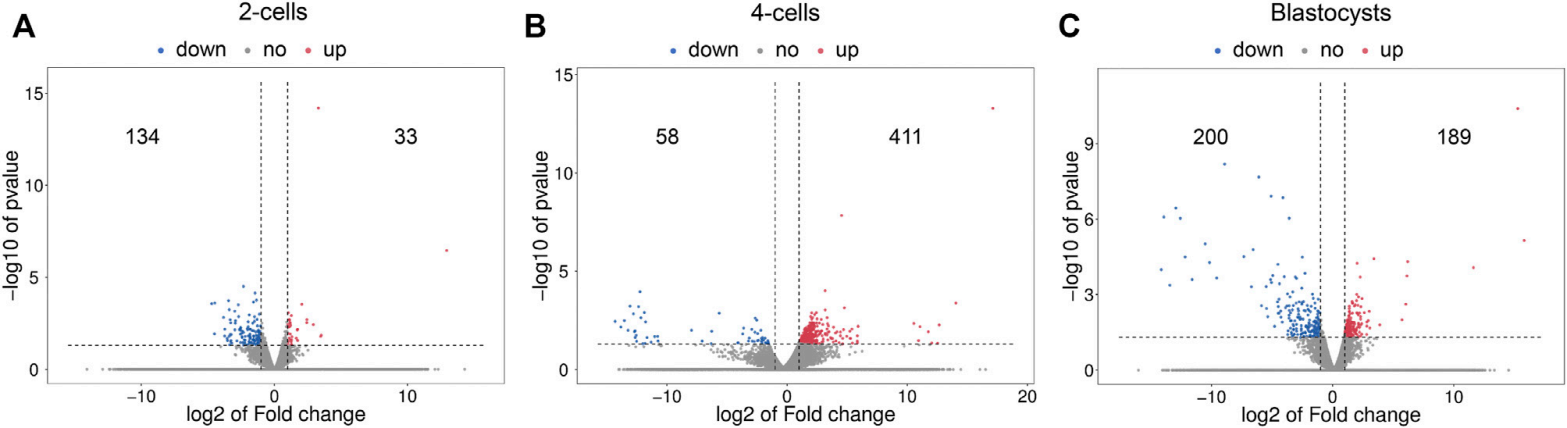
Volcano plots of differentially expressed mRNAs in **(A)** 2-cells, **(B)** 4-cells and **(C)** blastocysts derived from vitrified porcine cloned zygotes. Red points indicate significant up-regulated mRNAs, blue points indicate significant down-regulated mRNAs, while grey points indicate mRNAs without differences. The X-axis represents the log2 fold change, Y-axis means the −log10 (*p*-value).

Figure 3 shows the differential lncRNA abundances as volcano plots. The 2-cells from vitrified and fresh zygotes were found to present 516 DE lncRNAs, with 270 up-regulated and 246 down-regulated lncRNAs (Supplementary Table S6). Moreover, the 4-cells from vitrified zygotes had 565 lncRNAs with differential expression including 93 up-regulated and 472 down-regulated lncRNAs compared with the fresh 4-cells (Supplementary Table S7). There were a total of 816 DE lncRNAs (400 up-regulated and 416 down-regulated) between vitrified zygote-derived blastocysts and fresh blastocysts (Supplementary Table S8).

**FIGURE 3:**
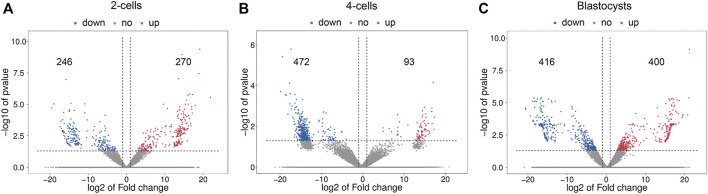
Volcano plots of differentially expressed lncRNAs in **(A)** 2-cells, **(B)** 4-cells and **(C)** blastocysts derived from vitrified porcine cloned zygotes. Red points indicate significant up-regulated lncRNAs, blue points indicate significant down-regulated lncRNAs, while grey points indicate lncRNAs without differences. The X-axis represents the log2 fold change, Y-axis means the −log10 (*p*-value).

In addition, the Venn diagrams of mRNAs and lncRNAs were constructed from three comparisons in order to further analyze the intersection genes. 

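ANKS4B and PLAC8, the latter a protein of placenta and leukocytes, were called in 2-cells and in 4-cells, together with ENSSSCG00000031463. PLAC8 was at 4.16 ± 1.89 FPKM (SD, n = 3) in vitrified and 10.2 ± 3.89 FPKM (SD, n = 3) in fresh 2-cells, and at 0.969 ± 0.764 and 5.59 ± 5.02 FPKM in 4-cells. TSPAN1 was called in 2-cells and in blastocysts, and 8 genes were called in 4-cells and in blastocysts. Among these, DUSP5, a phosphatase of MAP kinases, was higher at both stages, while APOOL, a protein of the mitochondrial inner membrane, had a log2 fold change of -1.88 in 4-cells (standard error 0.51) and 1.13 in blastocysts (standard error 0.28). Of the 5404 genes that were tested at every stage, 5 were called in 4-cells and in blastocysts where chance gives 2.74, and 1 of them changed in the same direction. In the other pairs, 1 of these 5404 genes was called in 2-cells and in 4-cells where chance gives 0.456, in opposite directions, and 1 in 2-cells and in blastocysts where chance gives 0.360. ANKS4B and PLAC8 are not among the 5404 and were lower at both stages. Their log2 fold changes in 2-cells and 4-cells were -1.35 and -2.33 for ANKS4B and -1.11 and -1.53 for PLAC8. No gene was called at all 3 stages, where chance gives 0.00912. With 1 library left out, the number was 0 or 1, and PLAC8 was called in 3 of the 6 such fits in 2-cells and in 2 of them in 4-cells. In the authors' deposited tables, 2 genes carry the mark at all 3 stages, ANKS4B and ENSSSCG00000013559. ANKS4B was at 42.5 to 151 FPKM in 2-cell libraries, 3.99 to 123 FPKM in 4-cell libraries and 0.0001 to 1.40 FPKM in blastocyst libraries. ENSSSCG00000013559 ranged within fresh 2-cells from 0.860 to 305 FPKM, and within fresh blastocysts from 0.0001 to 49.1 FPKM. Apart from TSPAN1, PLAC8, ANKS4B and DUSP5, the genes named here were chosen for naming after their values were seen.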

We found that the shared DE mRNAs were 3 in the development stages of 2-cell, 4-cell and blastocyst (Figure 4A). Moreover, there was only 1 overlapping lncRNA for these three embryonic stages (Figure 4B).

**FIGURE 4:**
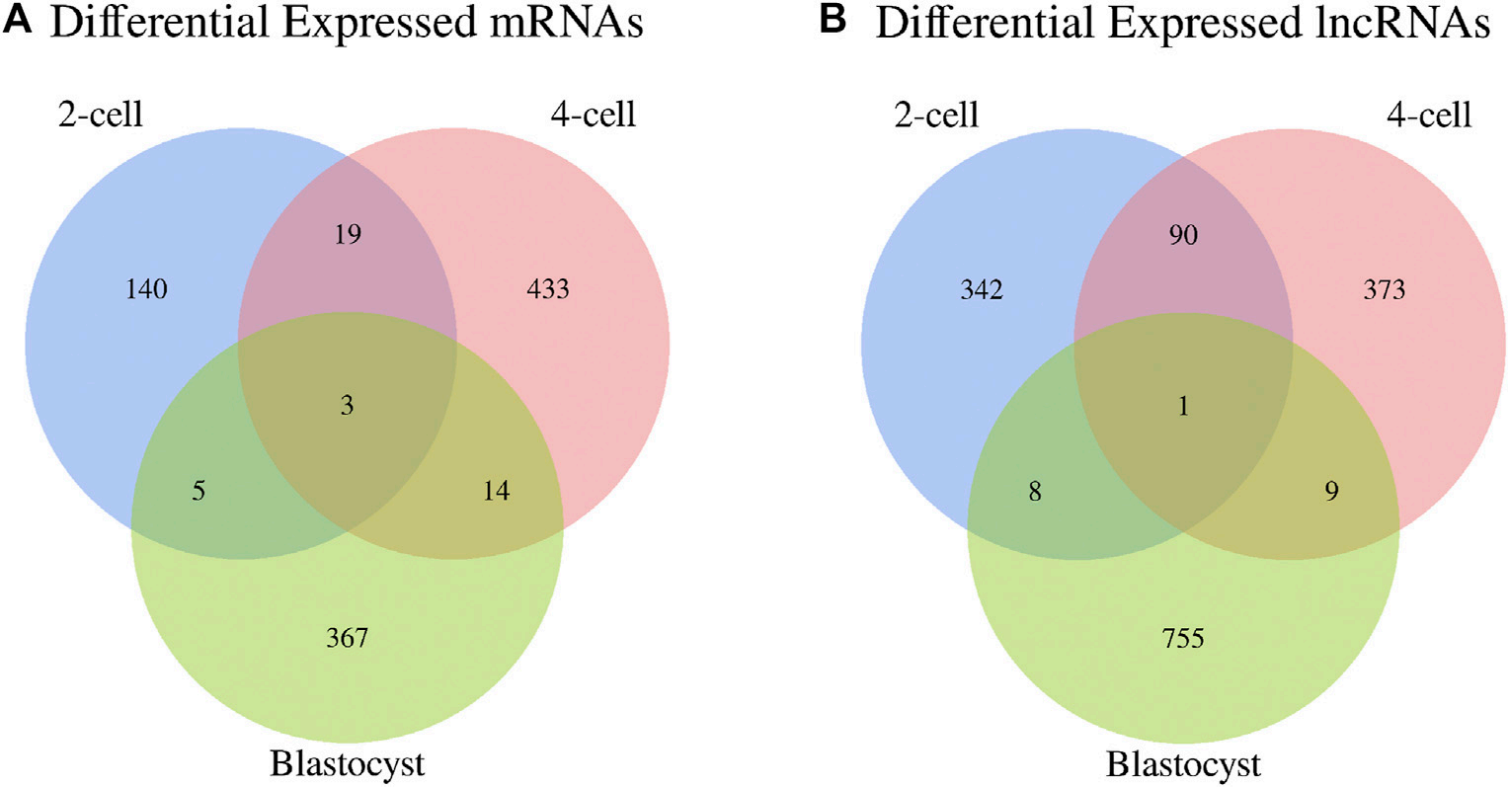
Venn diagrams of differentially expressed **(A)** mRNAs and **(B)** lncRNAs among three libraries.

Finally, a cis-target gene prediction was performed to obtain the potential target mRNAs of the DE lncRNAs (Supplementary Table S9). 15 pairs of lncRNA-mRNA were identified in 2-cells from vitrified and fresh zygotes, and the target genes contained *SMARCAD1*, *MYSM1*, *POGZ*, *ACIN1*, *GIN1*, *SLC31A1*, *LARP7*, *FAR1*, *NNT*, *TXNL4B* and *MYEF2*. Comparing 4-cells from vitrified zygotes with control, there were 4 pairs of lncRNA-mRNA, with target genes of *ITPKA*, *NDEL1*, *RELCH* and *DAPL1*. Moreover, a total of 53 pairs of lncRNA-mRNA were acquired between vitrified zygote-derived blastocysts and fresh blastocysts. Some important genes were found, such as *ABCF3*, *CCAR1*, *GDF9*, *ISYNA1*, *KIF20B* and so on.

### Functional Enrichment Analysis of mRNAs and lncRNA Targets in 2-Cells

Firstly, we performed a GO enrichment analysis for these DE mRNAs (Figures 5A,B and Supplementary Table S10). The enriched GO terms were primarily associated with “nucleus”, “nucleic acid binding”, “negative regulation of transcription by RNA polymerase II”, “protein heterodimerization activity”, “oxidation-reduction process”, “cell migration”, “nucleosome assembly”, “regulation of cell cycle”, “glutathione metabolic process”, “negative regulation of TOR signaling”, etc., In addition, the DE mRNAs were enriched in several important KEGG pathways including “cellular senescence”, “mTOR signaling pathway”, “hippo signaling pathway”, “p53 signaling pathway” and “adherens junction” (Figure 5E and Supplementary Table S10).

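Few of the called genes belonged to the terms that the paper names for 2-cells. LSM10, a component of the particle that processes histone mRNA, and the methyltransferase METTL22 were annotated with "nucleus", and TSPAN1 with "cell migration". LSM10 was higher in vitrified 2-cells, at 20.1 ± 14.0 FPKM (SD, n = 3) against 3.72 ± 1.48 FPKM (SD, n = 3). METTL22 was lower, at 4.19 ± 1.61 against 12.4 ± 3.65 FPKM. LSM10 was named after its values were seen, and it was called in 3 of the 6 fits without 1 library. Of the 20 terms, 15 held no called gene, among them "nucleosome assembly", "glutathione metabolic process" and the terms for trimethylation of histone H3. None of the 20 was enriched by a one-sided Fisher's exact test (adjusted p = 1.00 for each), with the genes tested as the background. Taking the marks of the authors' table over all of its genes, 3 terms passed, "nucleic acid binding" (adjusted p = 0.00298), "nucleosome assembly" (adjusted p = 0.0219) and "glutathione metabolic process" (adjusted p = 0.0151), and none did over the genes tested. Without fresh replicate 1, "protein heterodimerization activity" passed, with 9 called genes (adjusted p = 0.00637, Fisher's exact test).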

**FIGURE 5:**
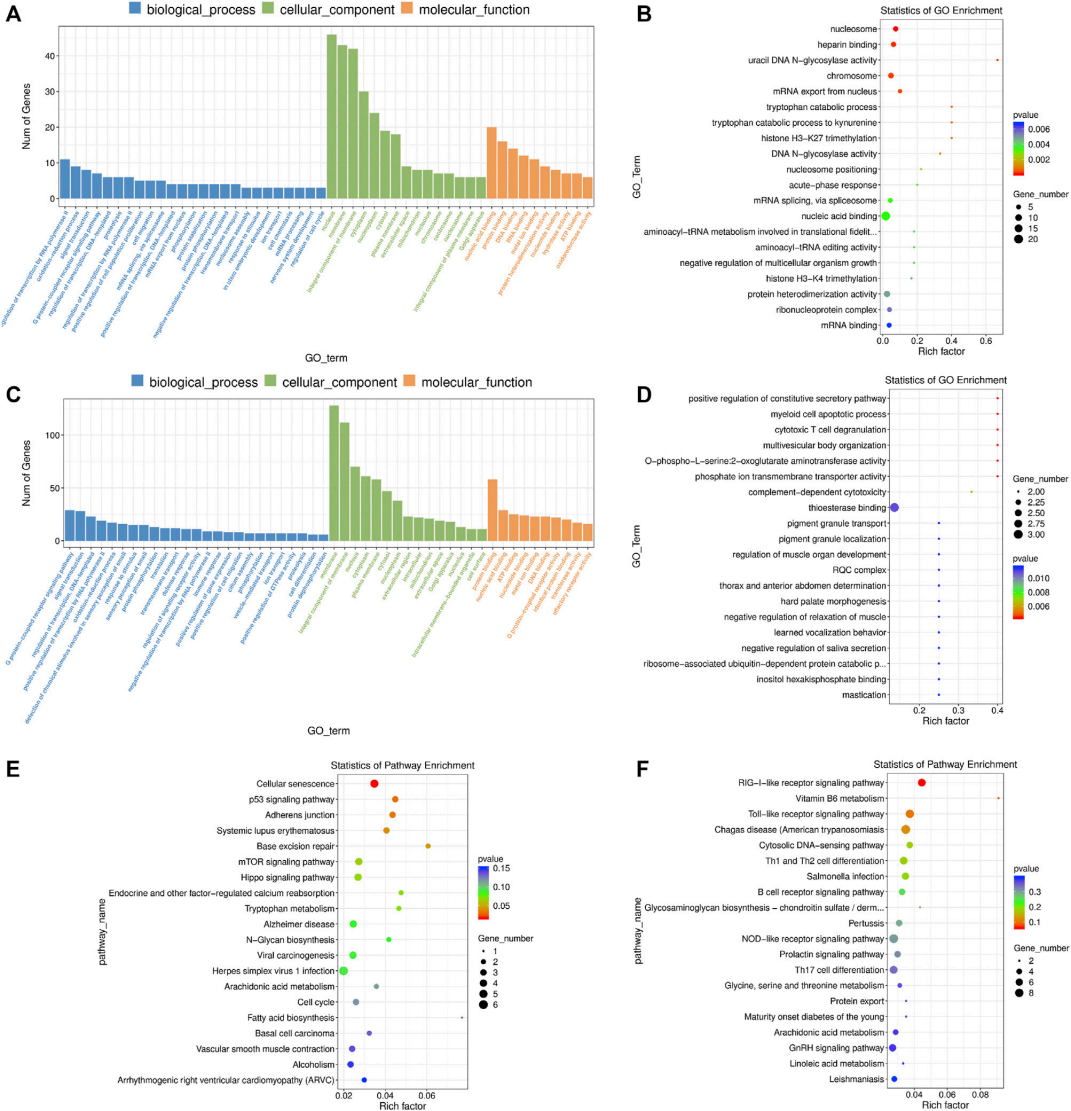
GO and KEGG enrichment analysis of differentially expressed (DE) mRNAs and lncRNA targets in 2-cells derived from vitrified porcine cloned zygotes. **(A)** Histogram and **(B)** scatter plot of GO enrichment for DE mRNAs; **(C)** histogram and **(D)** scatter plot of GO enrichment for target genes of DE lncRNAs; **(E)** scatter plot of KEGG enrichment for DE mRNAs; **(F)** scatter plot of KEGG enrichment for target genes of DE lncRNAs.

For the DE lncRNAs, their target genes were mainly involved in the GO terms of “defense response”, “cellular response to amino acid starvation”, “thioesterase binding”, “MAP kinase activity”, “calcium ion regulated exocytosis”, “L-serine biosynthetic process”, “positive regulation of reactive oxygen species biosynthetic process”, “cellular phosphate ion homeostasis”, “linoleic acid metabolic process” and others (Figures 5C,D and Supplementary Table S11). Moreover, KEGG pathway results showed that the target genes of lncRNAs were involved in “RIG-I-like receptor signaling pathway” and “Vitamin B6 metabolism” (Figure 5F and Supplementary Table S11).

### Functional Enrichment Analysis of mRNAs and lncRNA Targets in 4-Cells

We found that the DE mRNAs were enriched in large numbers of significant GO terms such as “negative regulation of transcription, DNA-templated”, “positive regulation of cell population proliferation”, “protein ubiquitination”, “positive regulation of apoptotic process”, “histone methyltransferase complex”, “response to oxidative stress”, “mitotic cell cycle”, “response to endoplasmic reticulum stress”, “autophagy” and “cell redox homeostasis” (Figures 6A,B and Supplementary Table S12). The enriched KEGG pathways had “cell cycle”, “spliceosome”, “p53 signaling pathway”, and multiple metabolic pathways including “glycerolipid metabolism”, “sphingolipid metabolism”, “glycerophospholipid metabolism” and “beta-alanine metabolism” (Figure 6E and Supplementary Table S12).

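The called genes of 4-cells spread thinly over the terms that the paper names. "Glycerophospholipid metabolism" held 4 of them where 1.22 were expected, the acyltransferase AGPAT1, the CDP-diacylglycerol synthase CDS1, the lysophospholipase LYPLA1 and the phospholipase PLA2G12A. AGPAT1 was lower in vitrified 4-cells, at 1.27 ± 1.78 FPKM (SD, n = 3) against 5.65 ± 3.09 FPKM (SD, n = 3), and the other 3 were lower as well. "Positive regulation of cell population proliferation" held 5, among them the DNA demethylase TET1, which was higher at 3.94 ± 2.53 against 0.936 ± 0.449 FPKM, and the cytokine receptor LIFR, which was lower at 1.66 ± 0.553 against 4.93 ± 2.00 FPKM. "Spliceosome" held LSM4, "sphingolipid metabolism" the ceramide synthase CERS3, and "p53 signaling pathway" and "beta-alanine metabolism" held none. None of the 29 terms was enriched by a one-sided Fisher's exact test, with adjusted p = 0.953 for glycerophospholipid metabolism and 1.00 for each of the others. Outside the paper's terms, 1 of 2309 GO terms passed among the lower genes and 0 among the higher. It was "integral component of membrane", with 57 genes where 31.2 were expected (adjusted p = 0.00273, one-sided Fisher's exact test). Taking the marks of the authors' table, 10 terms passed over all of its genes and 2 over the genes tested, "negative regulation of transcription, DNA-templated" (adjusted p = 0.0366) and "positive regulation of cell population proliferation" (adjusted p = 0.0131). AGPAT1 and LIFR were each called in 3 and TET1 in 2 of the 6 fits without 1 library. CDS1, LYPLA1, PLA2G12A, LIFR, LSM4 and CERS3 were named after their values were seen.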

**FIGURE 6:**
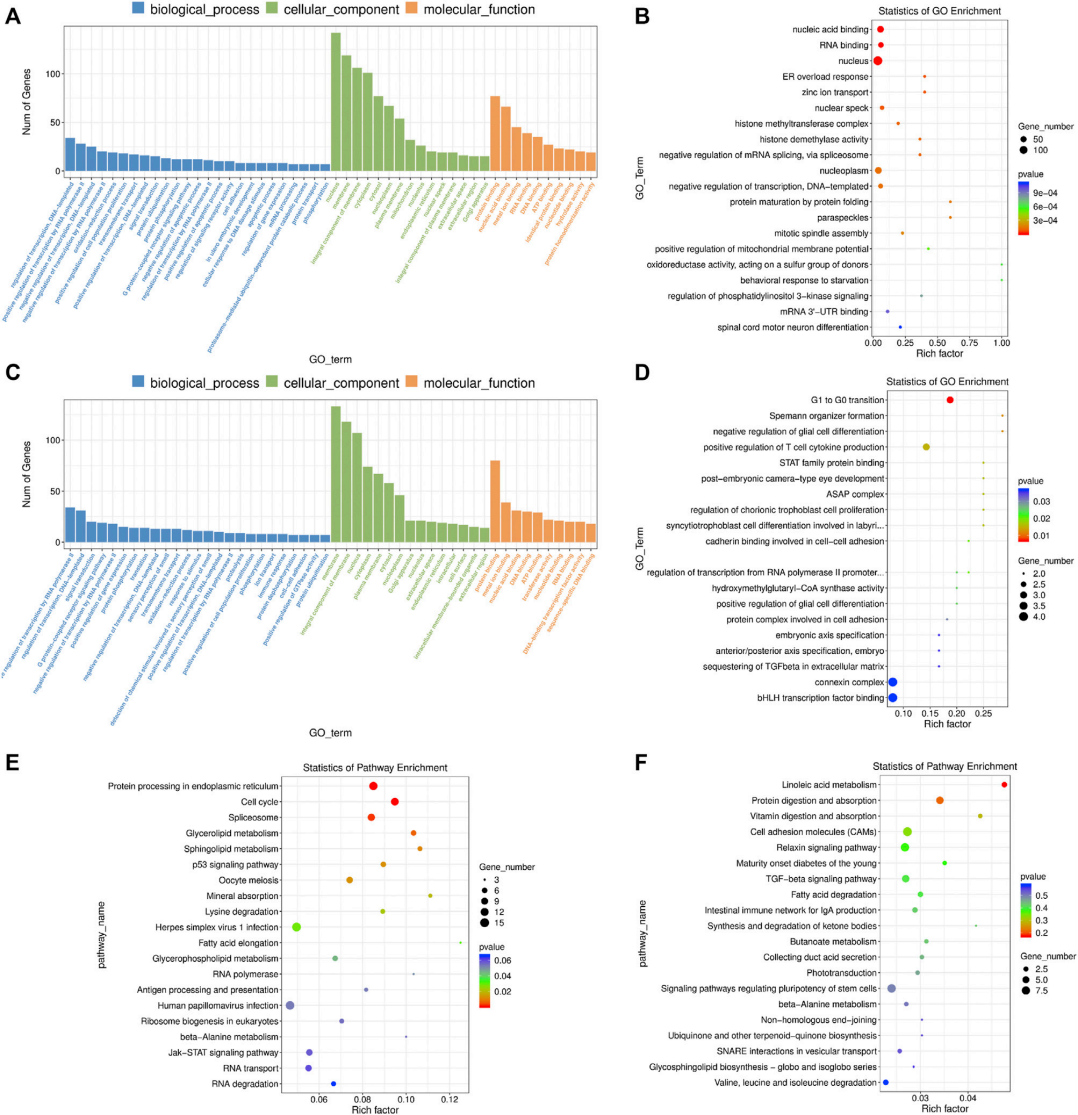
GO and KEGG enrichment analysis of differentially expressed (DE) mRNAs and lncRNA targets in 4-cells derived from vitrified porcine cloned zygotes. **(A)** Histogram and **(B)** scatter plot of GO enrichment for DE mRNAs; **(C)** histogram and **(D)** scatter plot of GO enrichment for target genes of DE lncRNAs; **(E)** scatter plot of KEGG enrichment for DE mRNAs; **(F)** scatter plot of KEGG enrichment for target genes of DE lncRNAs.

Based on GO enrichment analysis, the target genes of DE lncRNAs were major in “connexin complex”, “G1 to G0 transition”, “histone H3-K4 trimethylation”, “mitotic chromosome condensation”, “mitochondrial respiratory chain complex IV assembly”, “embryonic axis specification”, “cadherin binding involved in cell-cell adhesion”, “linoleic acid metabolic process” and so on (Figures 6C,D and Supplementary Table S13). In addition, KEGG pathways focused on “linoleic acid metabolism”, “cell adhesion molecules”, “TGF-beta signaling pathway”, “fatty acid degradation” and “signaling pathways regulating pluripotency of stem cells” (Figure 6F and Supplementary Table S13).

### Functional Enrichment Analysis of mRNAs and lncRNA Targets in Blastocysts

The DE mRNAs were significantly enriched to GO terms, including “metal ion binding”, “positive regulation of cell population proliferation”, “negative regulation of apoptotic process”, “positive regulation of cell migration”, “actin cytoskeleton organization”, “positive regulation of ERK1 and ERK2 cascade”, “cell-cell junction”, “lipid metabolic process”, “response to endoplasmic reticulum stress”, “regulation of Cdc42 protein signal transduction” and others (Figures 7A,B and Supplementary Table S14). 

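The apolipoprotein genes APOA1, APOA2, APOC3 and APOE, whose products carry cholesterol and triglyceride, made up the called genes of "cholesterol metabolism", 4 where 0.445 of the 21 tested genes were expected. All 4 were lower in vitrified blastocysts. CCNG1, a cyclin induced by p53, was higher at 174 ± 52.1 FPKM (SD, n = 3) against 63.4 ± 5.67 FPKM (SD, n = 3), and it was called in "p53 signaling pathway" with SERPINB5, a serpin of epithelial cells, and SIAH1, a ubiquitin ligase. SERPINB5 was higher too, at 8.94 ± 1.16 against 2.59 ± 1.89 FPKM. TIMP1, an inhibitor of metalloproteinases in "HIF-1 signaling pathway", was lower at 2.36 ± 0.767 against 8.29 ± 4.24 FPKM. In "cell cycle", CDK7, the kinase that activates other cyclin-dependent kinases, and the histone deacetylase HDAC1 were higher, at 47.8 ± 6.13 against 21.2 ± 4.68 FPKM and at 23.1 ± 3.22 against 9.02 ± 7.30 FPKM. By a one-sided Fisher's exact test, "cholesterol metabolism" and "PPAR signaling pathway" were enriched (adjusted p = 0.0176 for both) out of 21 terms with tested genes. The paper named these terms from the same libraries, and the adjustment ran over the named terms alone, so this is no independent support. The adjusted p was 0.216 for the p53, 0.241 for the HIF-1 and 0.858 for the cell cycle pathway. Over the lower genes alone, "metal ion binding" passed as well, with 11 genes among which were the hemoglobin genes HBB and HBE1 and the metallothionein genes MT1A and MT2A (adjusted p = 0.00549, Fisher's exact test), and over the higher genes alone no term passed. Over 2061 GO terms, 11 passed among the lower genes and 0 among the higher. Those 11 include "oxygen transport" with HBB, HBE1 and ENSSSCG00000014727 (adjusted p = 9.27e-04) and "cellular zinc ion homeostasis" with MT1A, MT2A and ENSSSCG00000024911 (adjusted p = 0.00215, one-sided Fisher's exact test for both). Most of the 11 terms rest on the same genes as "oxygen transport", so they are not separate results. HBB was at 35.7 FPKM in vitrified and 18.0 FPKM in fresh replicate 3, and MT2A at 28.8 and 25.6 FPKM. HBE1 and MT1A did not overlap between the groups. "Cholesterol metabolism" was enriched in each of the 6 fits without 1 library. SIAH1, HBB, ENSSSCG00000014727 and ENSSSCG00000024911 were named after their values were seen.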

According to KEGG pathway analysis, we observed several key pathways such as “cholesterol metabolism”, “PI3K-AKT signaling pathway”, “p53 signaling pathway”, “HIF-1 signaling pathway”, “PPAR signaling pathway”, “Ras signaling pathway”, “cell cycle” and “MAPK signaling pathway” (Figure 7E and Supplementary Table S14).

**FIGURE 7:**
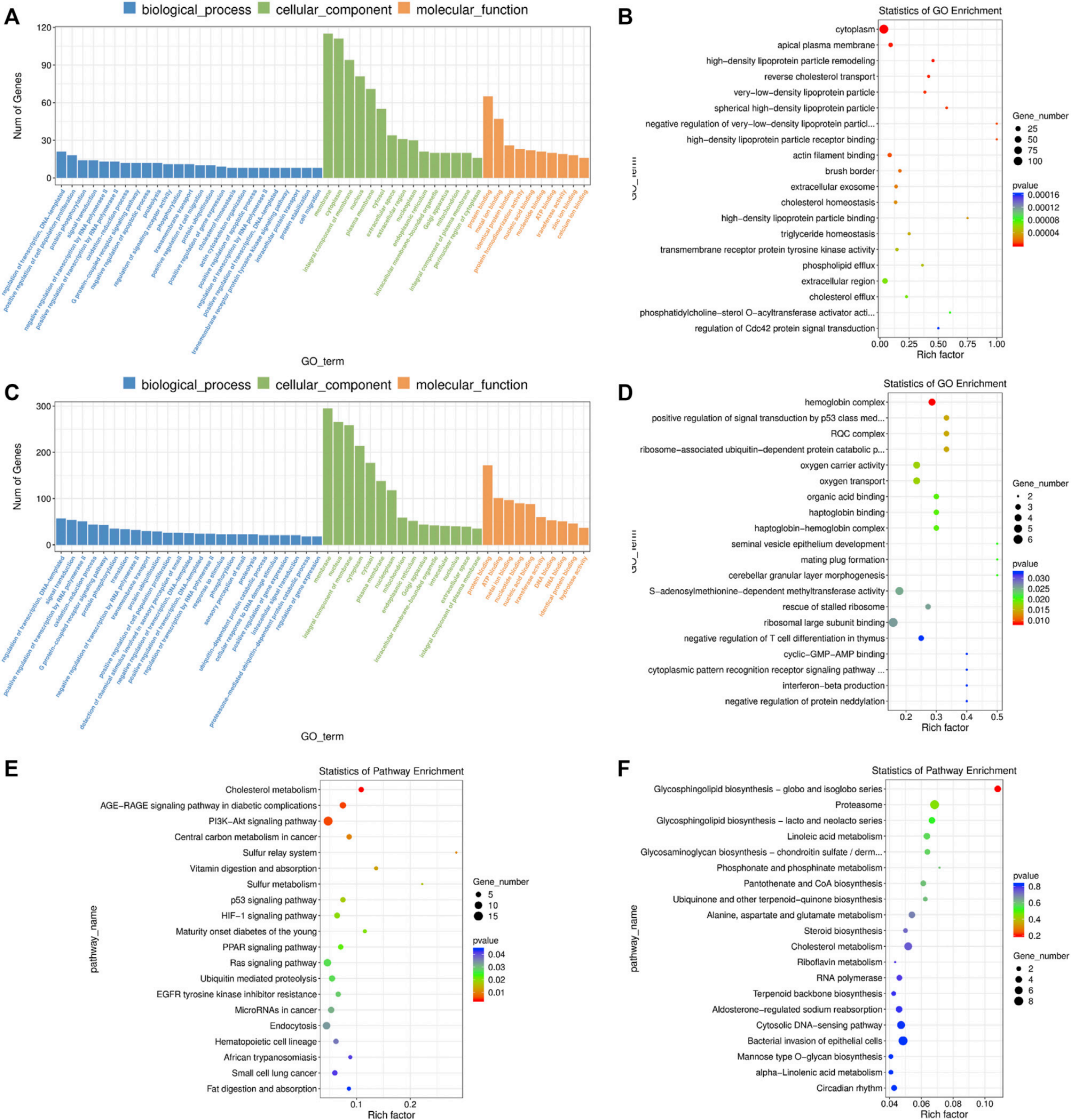
GO and KEGG enrichment analysis of differentially expressed (DE) mRNAs and lncRNA targets in blastocysts developed from vitrified porcine cloned zygotes. **(A)** Histogram and **(B)** scatter plot of GO enrichment for DE mRNAs; **(C)** histogram and (D) scatter plot of GO enrichment for target genes of DE lncRNAs; **(E)** scatter plot of KEGG enrichment for DE mRNAs; **(F)** scatter plot of KEGG enrichment for target genes of DE lncRNAs.

In terms of the DE lncRNAs, GO term analysis showed that the target genes were enriched in “positive regulation of signal transduction by p53 class mediator’, “S-adenosylmethionine-dependent methyltransferase activity”, “cyclic-GMP-AMP binding”, “negative regulation of histone H3-K79 methylation’, “negative regulation of RNA biosynthetic process” and so on (Figures 7C,D and Supplementary Table S15). Although no KEGG pathways were significantly enriched, many target genes were involved in multiple metabolic pathways (Figure 7F and Supplementary Table S15).

### Validation of mRNAs and lncRNAs by qRT-PCR

To further validate the results obtained by RNA-seq, we performed qRT-PCR to detect the expression of 4 mRNAs and 2 lncRNAs selected from 2-cells (*KCNK12*, *CDC26*, *TSPAN1*, *MDC1*, *MSTRG.73238* and *MSTRG.61964*), 4-cells (*DRAM2*, *LAMC3*, *FOXG1*, *TRIM35*, *MSTRG.29072* and *MSTRG.11122*) and blastocysts (*APOA1*, *IL6R*, *DUSP5*, *ETNPPL*, *MSTRG.79832* and *MSTRG.51966*), respectively. As shown in Figures 8A–C, the relative expression fold changes of these genes and lncRNAs in the three embryonic stages were consistent with the RNA-Seq data, suggesting that our transcript results were reliable.

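Several of the mRNAs measured by qRT-PCR were called in the libraries. KCNK12, a potassium channel subunit, was lower in vitrified 2-cells, at 0.390 ± 0.249 FPKM (SD, n = 3) against 2.16 ± 0.135 FPKM (SD, n = 3), and TSPAN1, a tetraspanin of the cell surface, was lower at 1.08 ± 0.218 against 3.95 ± 2.75 FPKM. In 4-cells, DRAM2, a lysosomal regulator of autophagy, was lower at 1.56 ± 1.24 against 7.46 ± 2.03 FPKM, and LAMC3, a laminin chain, was lower at 0.258 ± 0.0176 against 2.87 ± 2.60 FPKM. In blastocysts, IL6R, the receptor of interleukin 6, was lower at 0.413 ± 0.429 against 2.17 ± 0.575 FPKM, and DUSP5 was higher at 3.06 ± 1.19 against 0.736 ± 0.212 FPKM, while APOA1 was lower and is reported with the other apolipoproteins. The log2 fold changes were -1.20 for KCNK12 (standard error 0.21), -1.10 for TSPAN1 (standard error 0.38), -1.81 for DRAM2 (standard error 0.48), -1.42 for LAMC3 (standard error 0.49), -1.19 for IL6R (standard error 0.26) and 1.19 for DUSP5 (standard error 0.27), with adjusted p = 1.00 in 2-cells, 0.947 in 4-cells and 0.129 for IL6R and 0.129 for DUSP5, all from limma. CDC26, a subunit of the anaphase-promoting complex, was at 6.95 ± 0.873 against 3.92 ± 1.06 FPKM in 2-cells and was not called, with a log2 fold change of 0.71 (standard error 0.23, adjusted p = 1.00 from limma). ETNPPL, which degrades phosphoethanolamine, was not called in blastocysts, at 83.6 FPKM in vitrified replicate 3 and 7.00 to 14.4 FPKM in the other 5 libraries, and was called without vitrified replicate 2. MDC1, at 0.0795 ± 0.0451 against 0.0626 ± 0.0397 FPKM in 2-cells, and TRIM35, at 0.979 ± 0.862 against 0.160 ± 0.159 FPKM in 4-cells, were too low to be tested. The values for TSPAN1 are those of the gene with this symbol, ENSSSCG00000003908, while Table S1 lists its primers under ENSSSCG00000010341, which is TSPAN14 in the files used here. TSPAN1 was no longer called without fresh replicate 1 (a log2 fold change of -0.69) or vitrified replicate 2, and LAMC3 without fresh replicate 1 (-0.91).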

**FIGURE 8:**
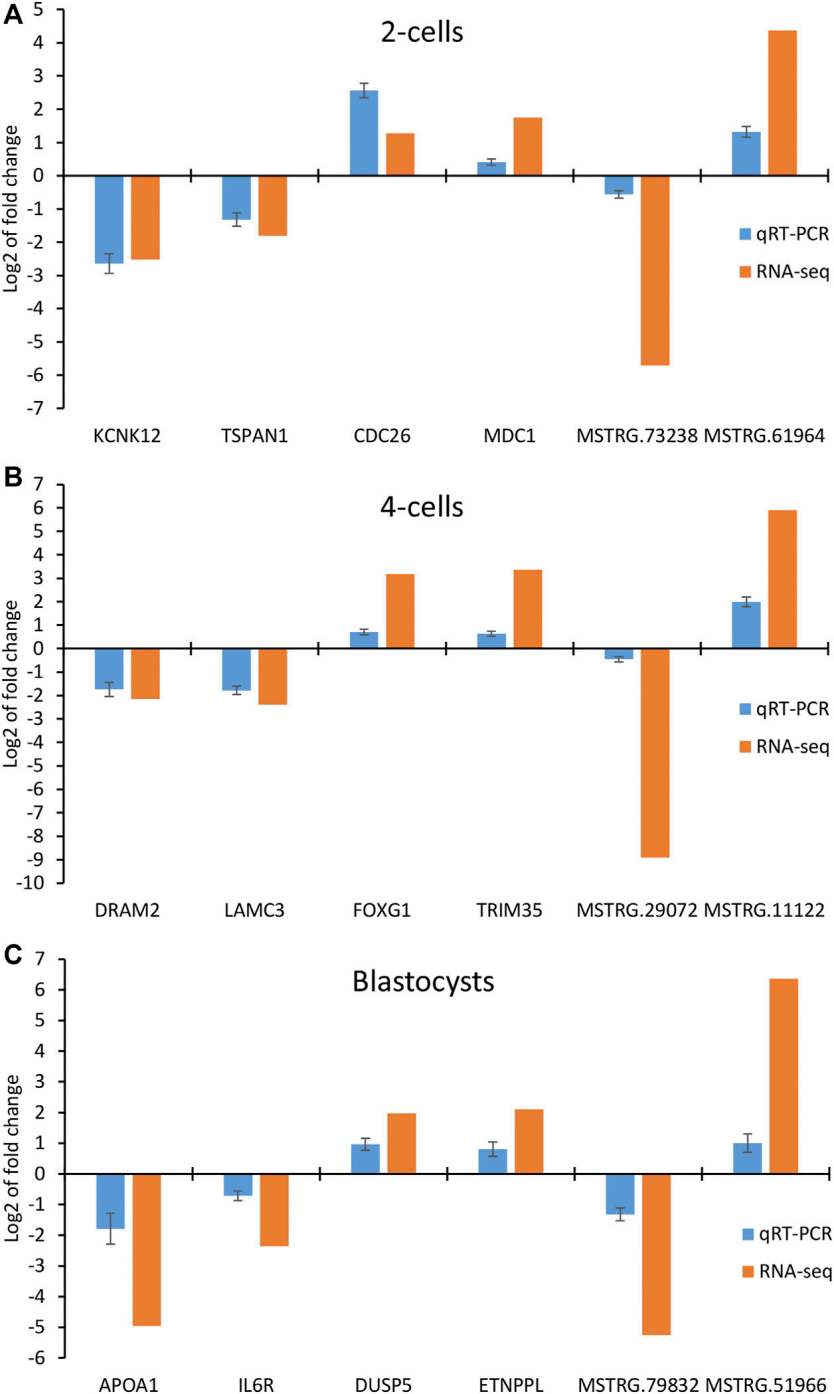
Validation of differentially expressed mRNAs and lncRNAs in **(A)** 2-cells, **(B)** 4-cells and **(C)** blastocysts derived from vitrified porcine cloned zygotes using qRT-PCR.

## Discussion

In our previous study, the porcine cloned zygotes after vitrification showed a reduced embryo development *in vitro*, and abnormal expression of mRNA levels was also found in the resultant blastocysts (Jia et al., 2020). Therefore, it is important to continue in-depth research, focusing on the dynamic transcriptome landscapes in different developmental stages of these vitrified zygotes. In the present study, we collected samples from the 2-cells, 4-cells and blastocysts, and acquired extensive mRNA and lncRNA profiles using the RNA-Seq technique. The transcriptomic changes in the three key stages of embryo development would be useful for understanding the cryodamage mechanisms by which vitrification compromised subsequent developmental competence of porcine cloned zygotes.

In this study, we identified 167 DE mRNAs and 516 DE lncRNAs in 2-cells between the groups of vitrified and fresh zygotes. Recent studies have confirmed the abnormal epigenetic modifications in oocytes and embryos after vitrification (Chen et al., 2019; Movahed et al., 2019). Our GO enrichment analysis also found several significantly enriched terms related to epigenetic modifications including “histone H3-K27 trimethylation”, “histone H3-K4 trimethylation” and “histone H3-K27 methylation”. 

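In 2-cells, HIST1H1D, a linker histone, was at 77.3 FPKM in fresh replicate 2 and at 11.1 to 16.8 FPKM in the other 5 libraries, which gives 14.6 ± 3.05 FPKM (SD, n = 3) in vitrified and 35.2 ± 36.5 FPKM (SD, n = 3) in fresh 2-cells. HIST1H1E, another linker histone, was at 4.34 ± 2.06 against 7.12 ± 2.30 FPKM. EED, a core subunit of the Polycomb complex that places the repressive methyl mark on histone H3, was at 3.64 FPKM in fresh replicate 2 and at 0.671 to 1.32 FPKM in the other 5 libraries. The copper transporter gene SLC31A1 showed the same single high value, at 53.7 FPKM in fresh replicate 2 and 1.37 to 3.92 FPKM in the others. HIST1H1D was not called, with a log2 fold change of -0.77 (standard error 0.59, adjusted p = 1.00 from limma), and without fresh replicate 2 its log2 fold change was 0.03. HIST1H1E was not called either, with a log2 fold change of -0.63 (standard error 0.32, adjusted p = 1.00 from limma). EED reached 1 FPKM in fewer than 3 libraries and was not tested. Of 20 tested histone genes, none was called higher or lower, 14 had a log2 fold change below 0, and the list was not called as a group (adjusted p = 0.903 from limma's camera test). Among 43 chromatin modifiers, none was called (adjusted p = 0.579 from limma's camera test).

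**Figure D1:**
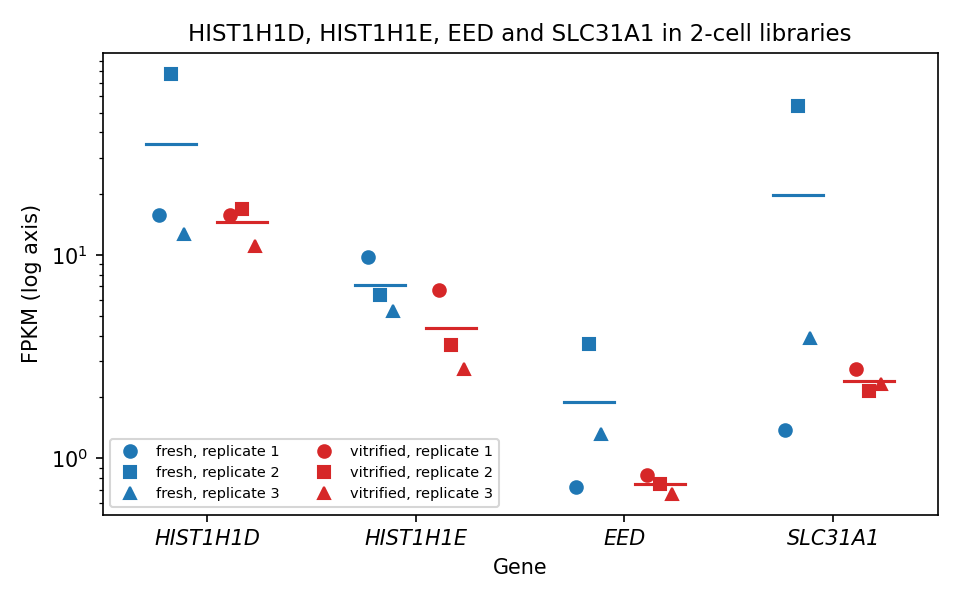
FPKM of HIST1H1D, HIST1H1E, EED and SLC31A1 in each 2-cell library, on a log axis. Each symbol is 1 library of 4 pooled embryos, blue for fresh and red for vitrified, with the marker shape giving the replicate, and the short lines are the means of 3 libraries. Fresh replicate 2 lies at 77.3 FPKM for HIST1H1D, 3.64 FPKM for EED and 53.7 FPKM for SLC31A1, above the other 5 libraries.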

So, the down-regulated expression of *HIST1H1D*, *HIST1H1E* and *EED* genes involved in above terms could be responsible for epigenetic disturbances at 2-cell stage of the vitrified porcine cloned zygotes. We further focused on a GO term of “cellular response to leukemia inhibitory factor”, as it is reported that leukemia inhibitory factor supplemented in the medium can improve blastocyst development and cryotolerance (Kocyigit and Cevik, 2015). Moreover, *GCLM* gene encodes the modifier subunit of glutamate cysteine ligase that is the first-rate limiting enzyme in glutathione biosynthesis (McConnachie et al., 2013), and so the up-regulated expression of this gene may be a response to oxidative stress caused by vitrification. 

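GCLM was low in 2-cells but higher in each vitrified library than in each fresh library, at 0.898 ± 0.103 FPKM (SD, n = 3) against 0.284 ± 0.104 FPKM (SD, n = 3). This is the widest separation that 3 libraries against 3 allow (exact permutation test, both sides, p = 0.1, the smallest p possible), and GCLM reached 1 FPKM in 1 library, too few for the test across genes. The authors' deposited table marks it as up, with a log2 ratio of 1.66. Of 28 tested genes of glutathione metabolism and antioxidant defence, none was called on its own, and 18 had a log2 fold change above 0. GSTM3, a glutathione transferase of the mu class, was at 334 ± 53.1 against 204 ± 32.7 FPKM (0.71 on the log2 scale, standard error 0.20), and GSTA4, of the alpha class, at 12.5 ± 11.0 against 5.94 ± 1.34 FPKM (0.61, standard error 0.56). Both were named after their values were seen. The list had a median log2 fold change of 0.09 (adjusted p = 0.0285 from limma's camera test, and adjusted p = 0.725 with an estimated correlation). That call was lost without fresh replicate 2, fresh replicate 3 or vitrified replicate 3, and after quantile normalization (adjusted p = 0.0543 from limma).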

The KEGG pathway analysis revealed that vitrification of porcine cloned zygotes affected some specific pathways in the 2-cells. For example, both “p53 signaling pathway” and “base excision repair” as important stress response pathways have gained a role in the DNA damage response system (Bauer et al., 2015; Du et al., 2016). 

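No gene of p53 signalling or of base excision repair, the pathway that replaces damaged bases, was called in 2-cells. Of 30 tested genes of p53 and DNA damage, none was called. Of 16 tested genes of base excision repair, none was called, and 13 had a log2 fold change below 0. The largest of these was -0.56 for the glycosylase NTHL1 (standard error 0.35), followed by -0.49 for the strand-break sensor PARP1 (standard error 0.32) and -0.48 for the flap nuclease FEN1 (standard error 0.27). The polymerase gene POLB, at 73.9 ± 14.2 FPKM (SD, n = 3) against 80.1 ± 5.31 FPKM (SD, n = 3), changed by -0.13 (standard error 0.19). Neither list was called as a group (adjusted p = 0.822 for p53 and 0.573 for base excision repair, from limma's camera test). The genes of base excision repair given here were named after their values were seen. From the enrichment of its differentially expressed mRNAs in these pathways, the paper concludes that vitrified 2-cells presented cellular senescence, oxidative stress and DNA damage.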

Their changes indicated that 2-cells from vitrified zygotes presented with cellular senescence, oxidative stress and DNA damage and other conditions. Furthermore, we speculated that “mTOR signaling pathway” and “Hippo signaling pathway” might be associated with the abnormal development of the vitrified zygote-derived 2-cells, because these two pathways are essential for growth and proliferation in embryos (Murakami et al., 2004; Hirate et al., 2013). On the other hand, 11 target genes of DE lncRNAs were significantly enriched in a “defense response” GO term, suggesting 2-cell embryo competence to respond to the impact of vitrification. In addition, no significant pathways were enriched in KEGG analysis, and “RIG-I-like receptor signaling pathway” might play a role in this process.

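CAB39, a scaffold that activates the kinase LKB1, was the called gene of the mTOR pathway, and BMPR1B, a receptor of bone morphogenetic proteins, that of the Hippo pathway. CAB39 was lower in vitrified 2-cells, at 6.90 ± 4.59 FPKM (SD, n = 3) against 14.5 ± 4.60 FPKM (SD, n = 3), with a log2 fold change of -1.07 (standard error 0.40, adjusted p = 1.00 from limma). BMPR1B was lower as well, at 3.73 ± 1.93 against 8.91 ± 3.28 FPKM, with a log2 fold change of -1.08 (standard error 0.36, adjusted p = 1.00 from limma). Of 21 tested genes of mTOR signalling, none was called, and 12 had a log2 fold change above 0. Of 15 tested genes of Hippo signalling, none was called, and 11 had a log2 fold change below 0, among them -0.44 for the adaptor SAV1 (standard error 0.19), -0.36 for the kinase STK3 (standard error 0.21) and -0.28 for the kinase LATS1 (standard error 0.24). Neither list was called as a group (adjusted p = 0.590 for mTOR and 0.178 for Hippo, from limma's camera test). CAB39 and BMPR1B were each called in 2 of the 6 fits without 1 library, and the genes given here were named after their values were seen.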

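C14orf28 and CCL2, a chemokine, were called higher in vitrified 4-cells, at 34.7 ± 17.7 FPKM (SD, n = 3) in vitrified and 7.67 ± 3.21 FPKM (SD, n = 3) in fresh 4-cells and at 4.89 ± 5.24 against 0.210 ± 0.363 FPKM. FAM122B, an inhibitor of a protein phosphatase, and ZNF583, a zinc finger protein, were called lower, at 3.29 ± 4.08 against 14.5 ± 2.90 FPKM and at 5.46 ± 2.46 against 24.5 ± 3.24 FPKM. All 4 genes were called whichever 1 library was left out. At the paper's threshold, 38 genes were called in 2-cells, 303 in 4-cells and 177 in blastocysts, while in simulated data, where libraries with the same replicate number do not resemble each other, 363 unchanged genes were called at the spread of 4-cells. Blastocysts had more called genes than 4-cells with a pseudocount of 0.1 (363 against 278), with the ratio of mean FPKM as the fold change (410 against 321), with the authors' p-values (179 against 178) and without fresh replicate 1 (269 against 178). With the authors' p-values and ratio together, a setting chosen after seeing the data, the counts were 375 and 268. An unadjusted p under 0.05 from limma was reached by 326 genes in 4-cells, where chance gives 438, and by 1266 genes in blastocysts, where chance gives 392. With the replicate number as a block, 540 genes reached it in 4-cells, without vitrified replicate 2 746 and without vitrified replicate 3 523, so whether 4-cells exceed chance depends on the fit. The vitrified libraries all lay on one side of the fresh libraries for 9.44% of genes in 2-cells, 11.1% in 4-cells and 22.6% in blastocysts, against 10% by chance. In the authors' deposited tables, the marked genes number 242 in 2-cells, 361 in 4-cells and 532 in blastocysts.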

The present study showed that 469 mRNAs were differentially expressed in the 4-cells derived from vitrified zygotes, which was the largest number among three developmental stages of embryos. According to the GO enrichment results, many DE mRNAs were enriched in “nucleus”, “nucleoplasm”, “nucleic acid binding”, “RNA binding” and “negative regulation of transcription, DNA-templated”, suggesting that vitrification might influence the event of embryo genome activation (EGA) occurring in porcine 4-cells. 

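Genes of genome activation, the point at which the embryo starts its own transcription, differed widely between vitrified 4-cells. Their median deviation from the mean of the other 5 libraries was 0.308, -0.714 and 1.33 in vitrified replicates 1 to 3 and -0.255, -0.583 and 0.00966 in fresh replicates 1 to 3, so vitrified replicate 2 was the lowest and vitrified replicate 3 the highest of the 6. Of 34 tested genes of this list, 27 had a log2 fold change above 0 and 3 were called higher, the stem cell factor SALL4, the transcription factor KLF9 and the elongation kinase CDK9. SALL4 was at 21.4 ± 7.99 FPKM (SD, n = 3) against 9.01 ± 1.46 FPKM (SD, n = 3), KLF9 at 5.06 ± 3.97 against 1.33 ± 0.272 FPKM and CDK9 at 11.1 ± 7.51 against 3.43 ± 2.08 FPKM. The median log2 fold change of the list was 0.56, or 0.72 above that of all genes (adjusted p = 2.55e-05 from limma's camera test, and adjusted p = 0.835 with an estimated correlation). Of 51 tested splicing genes, 39 were above 0, with a median 0.47 above that of all genes (adjusted p = 3.28e-05 from limma's camera test, and adjusted p = 0.835 with an estimated correlation), and vitrified replicate 2 was again the lowest library. Of 30 tested maternal and oocyte genes, 22 were below 0 and 2 were called lower, ZP3, a protein of the zona pellucida, at 19.5 ± 2.77 against 47.6 ± 5.65 FPKM, and FIGLA, an oocyte transcription factor, at 2.66 ± 3.04 against 8.05 ± 3.57 FPKM. The maternal list had a median -0.37 from that of all genes (adjusted p = 0.0251 from limma's camera test, and adjusted p = 0.835 with an estimated correlation). All 3 lists lost their call without vitrified replicate 3, and the maternal list also without fresh replicate 1, fresh replicate 2 or vitrified replicate 1. In that vitrified replicate 3, KLF17 was at 218 FPKM, the trophectoderm factor TFAP2C at 175 FPKM and the pluripotency gene DPPA2 at 206 FPKM (named after their values were seen), and SALL4, KLF9, CDK9 and FIGLA were each called in 2 and ZP3 in 4 of the 6 fits without 1 library. From the enrichment of terms for the nucleus, RNA binding and transcription, the paper proposes that vitrification influenced genome activation in 4-cells.

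**Figure D2:**
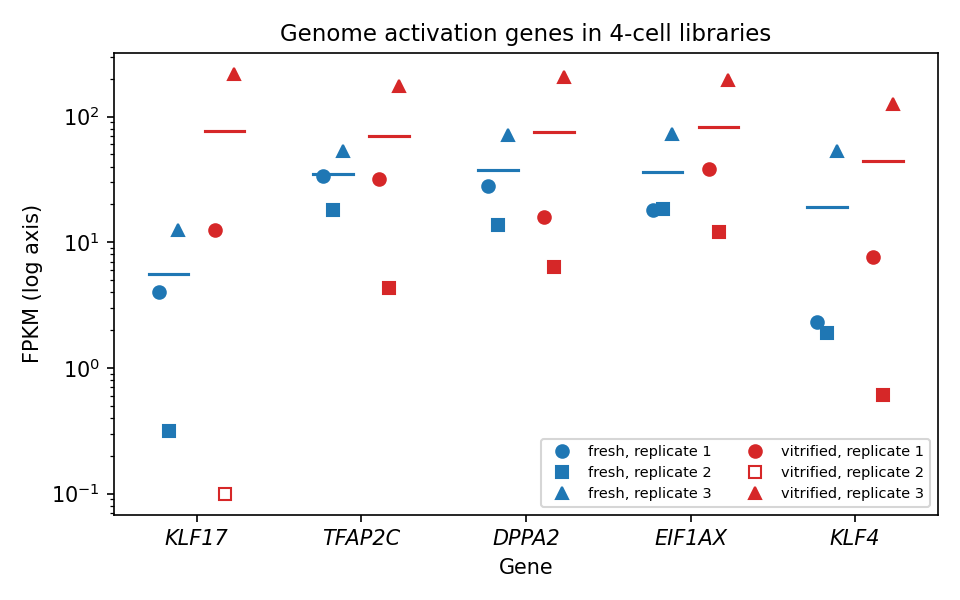
FPKM of KLF17, TFAP2C, DPPA2, EIF1AX and KLF4 in each 4-cell library, on a log axis. Each symbol is 1 library of 2 pooled embryos, blue for fresh and red for vitrified, with the marker shape giving the replicate, an open marker at 0.1 stands for a value below 0.1 FPKM, and the short lines are the means of 3 libraries. Vitrified replicate 3 is the highest library for all 5 genes, at 125 FPKM for KLF4 and 218 FPKM for KLF17.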

We further found several stress response-related GO terms caused by vitrification, such as ‘response to oxidative stress”, “response to endoplasmic reticulum stress”, “ER overload response”, “DNA damage response”, “response to hydrogen peroxide” and so on. The *PPP1R15B* gene enriched in these GO terms could be profoundly important, and it is also considered as a EGA marker (Rissi et al., 2019). 

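PPP1R15B, a phosphatase subunit that reverses the block of translation under stress, was at 6.82 and 7.42 FPKM in vitrified 4-cell replicates 1 and 3 and at 0.786 FPKM in replicate 2, against 1.03 to 1.98 FPKM in fresh 4-cells. It was not called over all 6 libraries, with a log2 fold change of 1.04 (standard error 0.62, adjusted p = 0.947 from limma), and it was called without vitrified replicate 2. Of the 42 tested genes annotated with "response to oxidative stress", 3 were called. PRDX5, a peroxiredoxin, was higher at 44.9 ± 30.3 FPKM (SD, n = 3) against 13.5 ± 2.18 FPKM (SD, n = 3), and NDUFA6, a subunit of respiratory complex I, was higher at 169 to 325 FPKM in the vitrified against 85.5 to 125 FPKM in the fresh libraries. GPX3, a secreted glutathione peroxidase, was lower at 44.3 ± 3.76 against 115 ± 52.2 FPKM. The term was not enriched (adjusted p = 1.00, one-sided Fisher's exact test), and "ER overload response" and "response to hydrogen peroxide" held no called gene. The log2 fold changes were 1.49 for PRDX5 (standard error 0.53), 1.21 for NDUFA6 (standard error 0.43) and -1.26 for GPX3 (standard error 0.47). Each of these 3 genes was called in 3 of the 6 fits without 1 library.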

Endoplasmic reticulum stress has been reported to exert effects in mammalian oocyte maturation and embryo development (Lin et al., 2019), and occurs in the vitrified oocytes and embryos (Barrera et al., 2018; Khatun et al., 2020). 

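In 4-cells, DDIT3, the transcription factor CHOP that is induced when proteins misfold in the endoplasmic reticulum, was higher from vitrified zygotes, at 53.1 ± 39.2 FPKM (SD, n = 3) against 16.1 ± 1.93 FPKM (SD, n = 3). TUSC3, a subunit of the oligosaccharyltransferase complex, was higher at 25.5 ± 8.69 against 11.4 ± 1.81 FPKM, and the chaperone ERP29 was lower at 2.91 ± 1.37 against 10.2 ± 6.54 FPKM. These were the 3 called genes among 120 tested genes of protein processing in the endoplasmic reticulum, and that pathway was not enriched (adjusted p = 1.00, one-sided Fisher's exact test). The 35 tested genes of the unfolded protein response had a median 0.35 above that of all genes (adjusted p = 0.0251 from limma's camera test, and adjusted p = 0.835 with an estimated correlation). In that list 19 genes were above 0, 16 were below and DDIT3 alone was called, and the mean deviation of the list from the mean of the 6 libraries was 0.18, -0.37 and 0.45 in vitrified replicates 1 to 3 against 0.13, -0.18 and -0.21 in fresh replicates 1 to 3, with vitrified replicate 2 the lowest of the 6. There, HSPA5, the main chaperone of the endoplasmic reticulum, had a log2 fold change of 0.96 (standard error 0.67). The call of the list was lost without fresh replicate 2, fresh replicate 3 or vitrified replicate 3, and after quantile normalization (adjusted p = 0.0511 from limma). DDIT3 was at 98.4 FPKM in vitrified replicate 3 and was no longer called without it or without any of the fresh libraries, TUSC3 was called in 1 and ERP29 in 4 of the 6 fits without 1 library, and TUSC3, ERP29 and HSPA5 were named after their values were seen.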

Our KEGG analysis also found that ‘protein processing in endoplasmic reticulum’ was a most representative pathway enriched for the up-regulated genes and could be a coping capability to endoplasmic reticulum stress. Moreover, vitrification might not be favorable for the cell cycle progression of 4-cell embryos, based on the GO terms of “negative regulation of G1/S transition of mitotic cell cycle”, “negative regulation of cell cycle” and “negative regulation of mitotic cell cycle”. We also observed the up-regulated genes were enriched in the “cell cycle” pathway, which could possibly be involved in the repair mechanisms to drive the cell cycle properly. In addition, many metabolic pathways were found to be significantly enriched, including “glycerolipid metabolism”, “sphingolipid metabolism”, “lysine degradation”, “fatty acid elongation”, “glycerophospholipid metabolism”, and “beta-alanine metabolism”. 

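CDKN2D, an inhibitor of the kinases that drive entry into S phase, was higher in vitrified 4-cells, at 16.3 ± 5.45 FPKM (SD, n = 3) against 6.73 ± 3.25 FPKM (SD, n = 3). ENSSSCG00000017032, annotated with the cell cycle pathway, was higher at 5172 ± 772 against 2370.4 ± 95.8 FPKM. ORC4, a subunit of the complex that marks replication origins, was lower at 5.92 ± 1.84 against 12.9 ± 0.743 FPKM. These were the 3 called genes among 93 tested genes of the cell cycle pathway, which was not enriched (adjusted p = 1.00, one-sided Fisher's exact test). Of 48 tested genes of the cell cycle list, CDKN2D was called higher and none lower, 23 were above 0 and 25 below, and the list was not called as a group (adjusted p = 0.118 from limma's camera test). The terms for negative regulation of the cell cycle, of the mitotic cell cycle and of the transition into S phase held no called gene. CDKN2D was called without vitrified replicate 2 but in no other fit without 1 library, and ORC4 in 1 of the 6. ORC4 and ENSSSCG00000017032 were named after their values were seen.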

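Genes of fatty acid metabolism were mostly below 0 in log2 fold change in vitrified 4-cells. ACSL5, which activates long-chain fatty acids, was lower at 3.38 ± 1.84 FPKM (SD, n = 3) against 9.54 ± 0.441 FPKM (SD, n = 3), and HADHB, a subunit of the trifunctional enzyme of beta-oxidation, was lower at 8.67 ± 6.36 against 21.0 ± 3.82 FPKM. With AGPAT1 they made up the 3 called genes of 25 tested genes of fatty acid and lipid droplet metabolism, of which 18 had a log2 fold change below 0. The list had a median -0.16 from that of all genes and did not pass the test (adjusted p = 0.216 from limma's camera test). ACSL5 had a log2 fold change of -1.37 (standard error 0.49, adjusted p = 0.947 from limma), and HADHB had a log2 fold change of -1.38 (standard error 0.55, adjusted p = 0.947 from limma). HADHB was the called gene of "fatty acid elongation", and the methyltransferase gene PRDM6, at 0.0658 to 2.65 FPKM in vitrified and 3.92 to 4.98 FPKM in fresh libraries, was called in "lysine degradation" with ENSSSCG00000011531. No called gene was annotated with "beta-alanine metabolism". ACSL5 was no longer called without fresh replicate 2, fresh replicate 3 or vitrified replicate 3, and HADHB was called in 1 of the 6 fits without 1 library. PRDM6 and ENSSSCG00000011531 were named after their values were seen.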

As we known, endogenous lipid droplets and exogenous amino acids are important source of metabolic energy for embryos. Therefore, the changes of these pathways and genes related to metabolism might also affect subsequent embryo development. On the other hand, a total of 565 DE lncRNAs were identified in the transcriptomic profiles, and some of these target genes were involved in GO terms such as “G1 to G0 transition”, “embryonic axis specification”, “connexin complex”, “histone H3-K4 trimethylation’, “linoleic acid metabolic process” and others. These terms appeared to be closely associated with embryo development, and so indicated the adverse effects of vitrification on the 4-cell embryos.

A total of 389 mRNAs and 816 lncRNAs were differentially expressed in the blastocysts developed from vitrified cloned zygotes. It is well known that lipid metabolism in the blastocyst stage is a fundamental function needed for subsequent implantation and placentation (Kajdasz et al., 2020). 

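Of 15 tested genes of lipoprotein and cholesterol transport in blastocysts, 4 were called lower from vitrified zygotes, APOA1, APOA2, APOC3 and APOE, and none was called higher. These 4 apolipoproteins are the protein shells of high-density and triglyceride-rich lipoprotein particles. Of the 15 genes, 7 were above 0 and 8 below. The other 11 genes were not called, among them APOC2, an activator of lipoprotein lipase, with a log2 fold change of -0.98 (standard error 0.50). The list had a median -0.37 from that of all genes (adjusted p = 0.00500 from limma's camera test, and adjusted p = 0.656 with an estimated correlation). Adjusted over the list alone, 4 genes had an adjusted p under 0.05 from limma. The paper names APOA1, APOC3 and APOE from the same libraries, and the list was written after its tables had been read. The adjustment over the list alone is therefore no independent support. APOC2 was named after its values were seen. None of the 15 tested genes annotated with "cholesterol homeostasis" was called, and the GO annotation of 1419 genes was not used here. The list lost its call without vitrified replicate 2 (adjusted p = 0.0911 from limma).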

In this study, some GO terms related to lipid function were found to be enriched, such as ‘high-density lipoprotein particle remodeling”, lipoprotein particle”, “negative regulation of very-low-density lipoprotein particle remodeling”, “cholesterol homeostasis”, “phospholipid efflux” and so on, and most of the involved mRNAs showed downregulation. The results were similar with those reported in bovine blastocytes cryopreserved at morula stage (Gupta et al., 2017). Moreover, the down-regulated expression of *APOA1*, *APOC3*, *APOE*, *NR1I3* and *SCARB1* genes also suggested disrupted triglyceride metabolism and lipid-related metabolism, leading to abnormal embryo development. 

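APOA1, the main protein of high-density lipoprotein, was lower in vitrified blastocysts, at 14.0 ± 17.5 FPKM (SD, n = 3) against 427 ± 326 FPKM (SD, n = 3). APOC3, an inhibitor of triglyceride breakdown, was lower at 7.08 ± 7.64 against 84.1 ± 66.1 FPKM, and APOE, which carries lipoprotein particles to their receptors, at 3.92 ± 5.29 against 28.0 ± 14.3 FPKM. APOA2, another protein of high-density lipoprotein, was lower at 602 ± 378 against 1362 ± 217 FPKM. CIDEB, which lipidates lipoprotein particles, was lower too, at 0.776 ± 0.945 against 8.27 ± 3.92 FPKM. SCARB1, the receptor of high-density lipoprotein, was at 0.738 ± 0.297 against 1.83 ± 0.481 FPKM and was not called, with a log2 fold change of -0.71 (standard error 0.21, adjusted p = 0.193 from limma). NR1I3, a nuclear receptor of the liver, was at 0.0464 ± 0.0759 against 0.0879 ± 0.0224 FPKM and too low to be tested. APOA1 had a log2 fold change of -5.23 (standard error 1.34, adjusted p = 0.150 from limma), APOC3 had a log2 fold change of -3.44 (standard error 1.24, adjusted p = 0.241 from limma), APOE had a log2 fold change of -3.07 (standard error 0.81, adjusted p = 0.157 from limma) and APOA2 had a log2 fold change of -1.34 (standard error 0.39, adjusted p = 0.181 from limma). Each vitrified blastocyst was below each fresh blastocyst for APOA1, APOA2, APOE and CIDEB, while APOC3 was at 15.2 FPKM in vitrified replicate 3 and 8.71 FPKM in fresh replicate 1, and APOE and APOC3 were listed at 0.0001 FPKM in vitrified replicate 2. APOC3 was no longer called without fresh replicate 2, fresh replicate 3 or vitrified replicate 2 (-2.30 without vitrified replicate 2). From the lower expression of APOA1, APOC3, APOE, NR1I3 and SCARB1, the paper proposes that triglyceride and other lipid metabolism was disrupted.

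**Figure D3:**
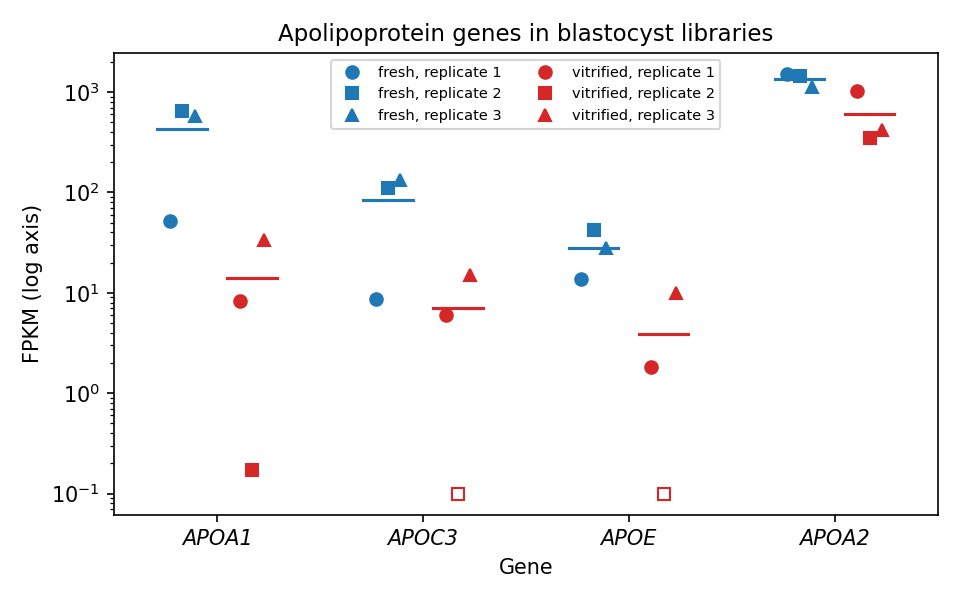
FPKM of APOA1, APOC3, APOE and APOA2 in each blastocyst library, on a log axis. Each symbol is 1 blastocyst, blue for fresh and red for vitrified, with the marker shape giving the replicate, an open marker at 0.1 stands for a value below 0.1 FPKM, and the short lines are the means of 3 blastocysts. For APOA1 the fresh blastocysts lie between 51.8 and 646 FPKM and the vitrified ones between 0.171 and 33.6 FPKM.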

The blastocysts vitrified at the zygote stage still exhibited cellular stresses based on “response to endoplasmic reticulum stress” and “cellular response to reactive oxygen species”. In addition, we found that vitrification influenced the GO terms of ‘positive regulation of cell population proliferation”, “positive regulation of cell migration” and “cell-cell junction”. These terms are tightly associated with the establishment of both trophectoderm and inner cell mass in blastocysts. 

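In vitrified blastocysts, most genes of cytosolic chaperones lay above 0, while genes of the unfolded protein response lay on both sides of it. Of 41 tested genes of the unfolded protein response, 18 had a log2 fold change above 0 and 23 below. SELENOS, which removes misfolded proteins from the endoplasmic reticulum, was called lower at 73.9 ± 26.2 FPKM (SD, n = 3) against 151 ± 40.8 FPKM (SD, n = 3), and SYVN1, a ubiquitin ligase of the same process, was called higher at 5.67 ± 4.71 against 1.12 ± 0.577 FPKM. That list had a median log2 fold change of -0.05, or -0.16 from that of all genes (adjusted p = 0.0290 from limma's camera test, and adjusted p = 0.656 with an estimated correlation). Of 22 tested genes of cytosolic heat shock, 19 were above 0 and the small heat shock gene CRYAB was called higher, at 15.8 and 41.7 FPKM in vitrified replicates 2 and 3 but 0.0001 FPKM in replicate 1. The median of the heat shock list was 0.31 above that of all genes (adjusted p = 0.0290 from limma's camera test, and adjusted p = 0.656 with an estimated correlation). NRBF2, an autophagy factor, at 6.84 ± 2.28 against 2.75 ± 0.192 FPKM, and TMEM259, at 4.07 ± 1.56 against 9.01 ± 0.765 FPKM, were the called genes annotated with "response to endoplasmic reticulum stress" (adjusted p = 0.300, one-sided Fisher's exact test), and both were named after their values were seen. None of the 7 tested genes annotated with "cellular response to reactive oxygen species" was called. The unfolded protein list lost its call without fresh replicate 2, fresh replicate 3, vitrified replicate 1 or vitrified replicate 2, and the heat shock list without fresh replicate 3 or vitrified replicate 3. CRYAB was called in 1, SYVN1 in 2, and SELENOS, NRBF2 and TMEM259 in 4 of the 6 fits without 1 library.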

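Among genes of actin and cell junctions, 5 of 44 tested genes were called higher in vitrified blastocysts and none lower. These were ARPC5, a subunit of the complex that branches actin filaments, MARCKSL1, an actin cross-linker, CAP1 and CAPZA2, which turn over and cap the filaments, and CDC42EP3, an effector of the GTPase CDC42. ARPC5 was at 140.4 ± 26.5 FPKM (SD, n = 3) against 58.7 ± 2.63 FPKM (SD, n = 3), MARCKSL1 at 6.70 ± 2.31 against 1.41 ± 0.821 FPKM and CAP1 at 251 ± 81.7 against 94.8 ± 35.7 FPKM. PTP4A1, a phosphatase that promotes cell migration, was higher at 19.7 ± 4.42 against 5.56 ± 1.56 FPKM, and SDCBP, the adaptor syntenin, at 57.6 ± 25.1 against 22.6 ± 2.59 FPKM. CCNG1, CCNI, MARCKSL1 and SDCBP were the called genes annotated with "positive regulation of cell population proliferation", PTP4A1 and SDCBP those with "positive regulation of cell migration", and "cell-cell junction" had none. By a one-sided Fisher's exact test the adjusted p was 0.216 for proliferation and 0.266 for migration. The actin list did not pass the test as a group (adjusted p = 0.213 from limma's camera test), while adjusted over the list alone 12 of its genes had an adjusted p under 0.05 from limma. Of all 7833 genes tested in blastocysts, 1266 had an unadjusted p under 0.05 from limma, 1008 of them higher. After quantile normalization, 54 genes were called higher and 82 lower, so the excess of higher genes depends on the scaling. None of 24 tested trophectoderm genes was called, and of 13 genes of pluripotency and the inner cell mass, OTX2 was called lower, at 1.92 ± 1.31 against 4.80 ± 1.34 FPKM. Of 10 tested genes of the hypoblast, the cell layer that lines the blastocoel, HNF4A, PDGFRA and SERPINH1 were called lower (adjusted p = 0.0298 from limma's camera test, and adjusted p = 0.656 with an estimated correlation). The list had 8 genes below 0 and 2 above, and GATA6, a transcription factor of this layer, was not called, at 18.6 to 22.7 FPKM in vitrified and 12.0 to 16.0 FPKM in fresh blastocysts, with a log2 fold change of 0.59 (standard error 0.19). CAPZA2, CDC42EP3 and SERPINH1 were called in 3, and OTX2 and CCNI in 2 of the 6 fits without 1 library, the hypoblast call was lost without fresh replicate 2 or 3 or vitrified replicate 1 or 2, after quantile normalization (adjusted p = 0.0995 from limma) and after scaling by the median ratio (adjusted p = 0.0924 from limma), and GATA6, SDCBP and CDC42EP3 were named after their values were seen.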

So, their changes probably led to a slow process of blastocyst formation in the vitrified zygotes as found in our study. According to KEGG pathway enrichment analysis, several important signaling pathways were significantly perturbed following vitrification. For instance, “PI3K-Akt signaling pathway” is an important regulator of cell cycle, and its inhibition results in delayed blastocyst hatching (Zhang et al., 2007). 

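IL6, a cytokine, was higher in vitrified blastocysts, at 46.3 ± 18.1 FPKM (SD, n = 3) against 12.7 ± 3.12 FPKM (SD, n = 3), while its receptor IL6R was lower. PDGFRA, a growth factor receptor of the hypoblast, was lower at 0.357 ± 0.619 against 2.01 ± 0.661 FPKM, and GNG10, a gamma subunit of G proteins, was higher at 41.2 ± 6.01 against 17.9 ± 2.55 FPKM. These were the 4 called genes among 117 tested genes of the PI3K-Akt pathway, where 2.48 were expected (adjusted p = 0.495, one-sided Fisher's exact test). IL6 had a log2 fold change of 1.75 (standard error 0.32, adjusted p = 0.110 from limma), PDGFRA had a log2 fold change of -1.21 (standard error 0.33, adjusted p = 0.163 from limma) and GNG10 had a log2 fold change of 1.16 (standard error 0.19, adjusted p = 0.110 from limma). All 4 genes were called whichever 1 library was left out. GNG10 was named after its values were seen.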

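ACADL, an enzyme of beta-oxidation in mitochondria and a target of PPAR transcription factors, was higher in vitrified blastocysts, at 11.2 ± 2.29 FPKM (SD, n = 3) against 5.03 ± 2.08 FPKM (SD, n = 3). With the apolipoprotein genes APOA1, APOA2 and APOC3, which were lower, it made up the 4 called genes among 25 tested genes of PPAR signalling, where 0.530 were expected. ACADL had a log2 fold change of 1.06 (standard error 0.30, adjusted p = 0.178 from limma), and it was no longer called without fresh replicate 1 or vitrified replicate 1. The enrichment was lost without fresh replicate 1 or vitrified replicate 1, and among the higher genes alone no gene but ACADL belonged to the pathway.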

Another example is the “PPAR signaling pathway”, which is involved in cell proliferation and lipid metabolism and has a potential role during embryo development and implantation (Sidrat et al., 2020). Therefore, the altered signaling pathways in blastocysts developed from vitrified zygotes could be a putative cause of unsuccessful pregnancy after embryo transfer.

## Conclusion

To the best of our knowledge, the present study was the first to provide a very detailed transcriptomic analysis for the vitrified porcine cloned zygotes at different stages of embryo development. A large amount of mRNAs and lncRNAs were found to be differentially expressed in the 2-cells (167 mRNAs and 516 lncRNAs), 4-cells (469 mRNAs and 565 lncRNAs) and blastocysts (389 mRNAs and 816 lncRNAs). The function enrichment analysis of DE mRNAs revealed that vitrification influenced many regulatory mechanisms related to cell cycle, cell proliferation, apoptosis, metabolism, etc., Moreover, the target genes of DE lncRNAs could be involved in stress response, metabolism, embryo development and so on. These results suggested that zygote vitrification altered gene expression patterns and biological pathways during the subsequent embryo developmental stages, which might have contributed to a better understanding of the potential cryodamage mechanisms responsible for impaired embryo development, and help to further improve the current vitrification procedures. In addition, the functions of lncRNA have not yet been fully identified in pigs, and so our study will provide valuable information for future related researches.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE180219.

## Supplementary Material

Supplementary Table S1 Primers used for qRT-PCR analysis.

Supplementary Table S2 Overview of RNA-seq data.

Supplementary Table S3 Differentially expressed mRNA in 2-cells.

Supplementary Table S4 Differentially expressed mRNA in 4-cells.

Supplementary Table S5 Differentially expressed mRNA in blastocysts.

Supplementary Table S6 Differentially expressed lncRNA in 2-cells.

Supplementary Table S7 Differentially expressed lncRNA in 4-cells.

Supplementary Table S8 Differentially expressed lncRNA in blastocysts.

Supplementary Table S9 LncRNA target prediction.

Supplementary Table S10 GO and KEGG enrichment analysis of mRNAs in 2-cells.

Supplementary Table S11 GO and KEGG enrichment analysis of lncRNAs in 2-cells.

Supplementary Table S12 GO and KEGG enrichment analysis of mRNAs in 4-cells.

Supplementary Table S13 GO and KEGG enrichment analysis of lncRNAs in 4-cells.

Supplementary Table S14 GO and KEGG enrichment analysis of mRNAs in blastocysts.

Supplementary Table S15 GO and KEGG enrichment analysis of lncRNAs in blastocysts.

## References

[B1] BarreraN.Dos Santos NetoP. C.CuadroF.BosolascoD.MuletA. P.CrispoM. (2018). Impact of Delipidated Estrous Sheep Serum Supplementation on *In Vitro* Maturation, Cryotolerance and Endoplasmic Reticulum Stress Gene Expression of Sheep Oocytes. PLoS One 13, e0198742. 10.1371/journal.pone.0198742 29912910PMC6005475

[B2] BartolacL. K.LoweJ. L.KoustasG.GrupenC. G.SjöblomC. (2018). Effect of Different Penetrating and Non-penetrating Cryoprotectants and media Temperature on the Cryosurvival of Vitrified *In Vitro* Produced Porcine Blastocysts. Anim. Sci. J. 89, 1230–1239. 10.1111/asj.12996 29968319

[B3] BauerN. C.CorbettA. H.DoetschP. W. (2015). The Current State of Eukaryotic DNA Base Damage and Repair. Nucleic Acids Res. 43, gkv1136–10101. 10.1093/nar/gkv1136 PMC466636626519467

[B4] BeebeL. F. S.BouwmanE. G.McIlfatrickS. M.NottleM. B. (2011). Piglets Produced from *In Vivo* Blastocysts Vitrified Using the Cryologic Vitrification Method (Solid Surface Vitrification) and a Sealed Storage Container. Theriogenology 75, 1453–1458. 10.1016/j.theriogenology.2010.11.043 21220168

[B5] BouckenheimerJ.AssouS.RiquierS.HouC.PhilippeN.SansacC. (2016). Long Non-Coding RNAs in Human Early Embryonic Development and Their Potential in ART. Hum. Reprod. Update 23, 19–40. 10.1093/humupd/dmw035 27655590

[B6] Castillo-MartínM.YesteM.PericuestaE.MoratóR.Gutiérrez-AdánA.BonetS. (2015). Effects of Vitrification on the Expression of Pluripotency, Apoptotic and Stress Genes in *In Vitro*-Produced Porcine Blastocysts. Reprod. Fertil. Dev. 27, 1072. 10.1071/RD13405 25322142

[B7] ChenH.ZhangL.WangZ.ChangH.XieX.FuL. (2019). Resveratrol Improved the Developmental Potential of Oocytes after Vitrification by Modifying the Epigenetics. Mol. Reprod. Dev. 86, 862–870. 10.1002/mrd.23161 31066155

[B8] CuelloC.MartinezC. A.NohalezA.ParrillaI.RocaJ.GilM. A. (2016). Effective Vitrification and Warming of Porcine Embryos Using a pH-Stable, Chemically Defined Medium. Sci. Rep. 6, 33915. 10.1038/srep33915 27666294PMC5036199

[B9] CuelloC.MartinezC. A.CambraJ. M.ParrillaI.Rodriguez-MartinezH.GilM. A. (2021). Effects of Vitrification on the Blastocyst Gene Expression Profile in a Porcine Model. Int. J. Mol. Sci. 22, 1222. 10.3390/ijms22031222 33513717PMC7865857

[B10] DengM.WanY.ChenB.DaiX.LiuZ.YangY. (2021). Long Non-coding RNA Lnc_3712 Impedes Nuclear Reprogramming via Repressing Kdm5b. Mol. Ther. - Nucleic Acids 24, 54–66. 10.1016/j.omtn.2021.02.016 33738138PMC7940708

[B11] DuY.ZhangY.LiJ.KraghP. M.KuwayamaM.IedaS. (2007). Simplified Cryopreservation of Porcine Cloned Blastocysts. Cryobiology 54, 181–187. 10.1016/j.cryobiol.2007.01.001 17359960

[B12] DuZ.ZhangY.WangG.PengJ.WangZ.GaoS. (2016). TPhP Exposure Disturbs Carbohydrate Metabolism, Lipid Metabolism, and the DNA Damage Repair System in Zebrafish Liver. Sci. Rep. 6, 21827. 10.1038/srep21827 26898711PMC4761896

[B13] ErnstE. H.NielsenJ.IpsenM. B.VillesenP.Lykke-HartmannK. (2018). Transcriptome Analysis of Long Non-coding RNAs and Genes Encoding Paraspeckle Proteins during Human Ovarian Follicle Development. Front. Cel Dev. Biol. 6, 78. 10.3389/fcell.2018.00078 PMC606656830087896

[B14] EsakiR.UedaH.KuromeM.HirakawaK.TomiiR.YoshiokaH. (2004). Cryopreservation of Porcine Embryos Derived from In Vitro-Matured Oocytes1. Biol. Reprod. 71, 432–437. 10.1095/biolreprod.103.026542 15044264

[B15] FunahashiH.CantleyT. C.DayB. N. (1997). Synchronization of Meiosis in Porcine Oocytes by Exposure to Dibutyryl Cyclic Adenosine Monophosphate Improves Developmental Competence Following *In Vitro* Fertilization1. Biol. Reprod. 57, 49–53. 10.1095/biolreprod57.1.49 9209079

[B16] GaoL.JiaG.LiA.MaH.HuangZ.ZhuS. (2017). RNA-seq Transcriptome Profiling of Mouse Oocytes after *In Vitro* Maturation And/or Vitrification. Sci. Rep. 7, 13245. 10.1038/s41598-017-13381-5 29038524PMC5643491

[B17] GomisJ.CuelloC.Sanchez-OsorioJ.GilM. A.ParrillaI.AngelM. A. (2013). Forskolin Improves the Cryosurvival of In Vivo-derived Porcine Embryos at Very Early Stages Using Two Vitrification Methods. Cryobiology 66, 144–150. 10.1016/j.cryobiol.2012.12.009 23313786

[B18] GouveiaC.HuyserC.EgliD.PepperM. S. (2020). Lessons Learned from Somatic Cell Nuclear Transfer. Ijms 21, 2314. 10.3390/ijms21072314 PMC717753332230814

[B19] GuptaA.SinghJ.DufortI.RobertC.DiasF. C. F.AnzarM. (2017). Transcriptomic Difference in Bovine Blastocysts Following Vitrification and Slow Freezing at Morula Stage. PLoS One 12, e0187268. 10.1371/journal.pone.0187268 29095916PMC5667772

[B20] HirateY.HiraharaS.InoueK.-i.SuzukiA.AlarconV. B.AkimotoK. (2013). Polarity-dependent Distribution of Angiomotin Localizes Hippo Signaling in Preimplantation Embryos. Curr. Biol. 23, 1181–1194. 10.1016/j.cub.2013.05.014 23791731PMC3742369

[B21] HuangJ.MaY.WeiS.PanB.QiY.HouY. (2018). Dynamic Changes in the Global Transcriptome of Bovine Germinal Vesicle Oocytes after Vitrification Followed by *In Vitro* Maturation. Reprod. Fertil. Dev. 30, 1298. 10.1071/RD17535 29661269

[B22] JiaB.-Y.XiangD.-C.QuanG.-B.ZhangB.ShaoQ.-Y.HongQ.-H. (2019). Transcriptome Analysis of Porcine Immature Oocytes and Surrounding Cumulus Cells after Vitrification and *In Vitro* Maturation. Theriogenology 134, 90–97. 10.1016/j.theriogenology.2019.05.019 31158735

[B23] JiaB.XiangD.GuoJ.JiaoD.QuanG.HongQ. (2020). Successful Vitrification of Early-Stage Porcine Cloned Embryos. Cryobiology 97, 53–59. 10.1016/j.cryobiol.2020.10.009 33065107

[B24] JiaoY.GaoB.WangG.LiH.AhmedJ. Z.ZhangD. (2020). The Key Long Non‐Coding RNA Screening and Validation between Germinal Vesicle and Metaphase II of Porcine Oocyte *In Vitro* Maturation. Reprod. Dom Anim. 55, 351–363. 10.1111/rda.13620 31903647

[B25] JinB.HigashiyamaR.-i.NakataY.-i.YonezawaJ.-i.XuS.MiyakeM. (2013). Rapid Movement of Water and Cryoprotectants in Pig Expanded Blastocysts via Channel Processes: Its Relevance to Their Higher Tolerance to Cryopreservation1. Biol. Reprod. 89, 87. 10.1095/biolreprod.112.107250 23966318

[B26] KajdaszA.WarzychE.DerebeckaN.MadejaZ. E.LechniakD.WesolyJ. (2020). Lipid Stores and Lipid Metabolism Associated Gene Expression in Porcine and Bovine Parthenogenetic Embryos Revealed by Fluorescent Staining and RNA-Seq. Int. J. Mol. Sci. 21, 6488. 10.3390/ijms21186488 PMC755568632899450

[B27] KamoshitaM.KatoT.FujiwaraK.NamikiT.MatsumuraK.HyonS.-H. (2017). Successful Vitrification of Pronuclear-Stage Pig Embryos with a Novel Cryoprotective Agent, Carboxylated ε-poly-L-lysine. PLoS One 12, e0176711. 10.1371/journal.pone.0176711 28448636PMC5407792

[B28] KawakamiM.KatoY.TsunodaY. (2008). The Effects of Time of First Cleavage, Developmental Stage, and Delipidation of Nuclear-Transferred Porcine Blastocysts on Survival Following Vitrification. Anim. Reprod. Sci. 106, 402–411. 10.1016/j.anireprosci.2007.06.002 17628361

[B29] KeeferC. L. (2015). Artificial Cloning of Domestic Animals. Proc. Natl. Acad. Sci. USA 112, 8874–8878. 10.1073/pnas.1501718112 26195770PMC4517265

[B30] KhatunH.IharaY.TakakuraK.EgashiraJ.WadaY.KonnoT. (2020). Role of Endoplasmic Reticulum Stress on Developmental Competency and Cryo-Tolerance in Bovine Embryos. Theriogenology 142, 131–137. 10.1016/j.theriogenology.2019.09.042 31593880

[B31] KocyigitA.CevikM. (2015). Effects of Leukemia Inhibitory Factor and Insulin-like Growth Factor-I on the Cell Allocation and Cryotolerance of Bovine Blastocysts. Cryobiology 71, 64–69. 10.1016/j.cryobiol.2015.05.068 26025880

[B32] LinT.LeeJ.KangJ.ShinH.LeeJ.JinD. (2019). Endoplasmic Reticulum (ER) Stress and Unfolded Protein Response (UPR) in Mammalian Oocyte Maturation and Preimplantation Embryo Development. Int. J. Mol. Sci. 20, 409. 10.3390/ijms20020409 PMC635916830669355

[B33] McConnachieL. A.BottaD.WhiteC. C.WeldyC. S.WilkersonH.-W.YuJ. (2013). The Glutathione Synthesis Gene Gclm Modulates Amphiphilic Polymer-Coated CdSe/ZnS Quantum Dot-Induced Lung Inflammation in Mice. PLoS One 8, e64165. 10.1371/journal.pone.0064165 23724032PMC3664581

[B34] MisumiK.HirayamaY.EgawaS.YamashitaS.HoshiH.ImaiK. (2013). Successful Production of Piglets Derived from Expanded Blastocysts Vitrified Using a Micro Volume Air Cooling Method without Direct Exposure to Liquid Nitrogen. J. Reprod. Dev. 59, 520–524. 10.1262/jrd.2013-045 23955236PMC3934155

[B35] MitoT.YoshiokaK.NoguchiM.YamashitaS.MisumiK.HoshiT. (2015). Birth of Piglets from In Vitro-Produced Porcine Blastocysts Vitrified and Warmed in a Chemically Defined Medium. Theriogenology 84, 1314–1320. 10.1016/j.theriogenology.2015.06.024 26255223

[B36] MovahedE.SoleimaniM.HosseiniS.Akbari SeneA.SalehiM. (2019). Aberrant Expression of miR‐29a/29b and Methylation Level of Mouse Embryos after *In Vitro* Fertilization and Vitrification at Two‐cell Stage. J. Cel. Physiol. 234, 18942–18950. 10.1002/jcp.28534 30916357

[B37] MurakamiM.IchisakaT.MaedaM.OshiroN.HaraK.EdenhoferF. (2004). mTOR Is Essential for Growth and Proliferation in Early Mouse Embryos and Embryonic Stem Cells. Mol. Cel. Biol. 24, 6710–6718. 10.1128/MCB.24.15.6710-6718.2004 PMC44484015254238

[B38] NakanoK.MatsunariH.NakayamaN.OgawaB.KuromeM.TakahashiM. (2011). Cloned Porcine Embryos Can Maintain Developmental Ability after Cryopreservation at the Morula Stage. J. Reprod. Dev. 57, 312–316. 10.1262/jrd.10-142a 21242653

[B39] NguyenV. K.VuH. T. T.NguyenH. T.QuanH. X.PhamL. D.KikuchiK. (2018). Comparison of the Microdrop and Minimum Volume Cooling Methods for Vitrification of Porcine *In Vitro*-produced Zygotes and Blastocysts after Equilibration in Low Concentrations of Cryoprotectant Agents. J. Reprod. Dev. 64, 457–462. 10.1262/jrd.2018-047 30101829PMC6189571

[B40] NohalezA.MartinezC. A.ParrillaI.MasideC.RocaJ.GilM. A. (2018). Eventual Re-vitrification or Storage in Liquid Nitrogen Vapor Does Not Jeopardize the Practical Handling and Transport of Vitrified Pig Embryos. Theriogenology 113, 229–236. 10.1016/j.theriogenology.2018.03.001 29567383

[B41] PicelliS.FaridaniO. R.BjörklundÅ. K.WinbergG.SagasserS.SandbergR. (2014). Full-length RNA-Seq from Single Cells Using Smart-Seq2. Nat. Protoc. 9, 171–181. 10.1038/nprot.2014.006 24385147

[B42] RissiV. B.GlanznerW. G.De MacedoM. P.GutierrezK.BaldassarreH.GonçalvesP. B. D. (2019). The Histone Lysine Demethylase KDM7A Is Required for normal Development and First Cell Lineage Specification in Porcine Embryos. Epigenetics 14, 1088–1101. 10.1080/15592294.2019.1633864 31216927PMC6773414

[B43] SidratT.KhanA. A.IdreesM.JooM.-D.XuL.LeeK.-L. (2020). Role of Wnt Signaling during *In-Vitro* Bovine Blastocyst Development and Maturation in Synergism with PPARδ Signaling. Cells 9, 923. 10.3390/cells9040923 PMC722682732283810

[B44] SomfaiT.OzawaM.NoguchiJ.KanekoH.NakaiM.MaedomariN. (2009). Live Piglets Derived from In Vitro-Produced Zygotes Vitrified at the Pronuclear Stage1. Biol. Reprod. 80, 42–49. 10.1095/biolreprod.108.070235 18768913

[B45] SvobodaP. (2017). Long and Small Noncoding RNAs during Oocyte-To-Embryo Transition in Mammals. Biochem. Soc. Trans. 45, 1117–1124. 10.1042/BST20170033 28939692

[B46] TajimaS.UchikuraK.KuritaT.KikuchiK. (2020). Insemination of Recipient Sows Improves the Survival to Term of Vitrified and Warmed Porcine Expanded Blastocysts Transferred Non‐surgically. Anim. Sci. J. 91, e13453. 10.1111/asj.13453 32926526PMC7539913

[B47] TangZ.LiY.WanP.LiX.ZhaoS.LiuB. (2007). LongSAGE Analysis of Skeletal Muscle at Three Prenatal Stages in Tongcheng and Landrace Pigs. Genome Biol. 8, R115. 10.1186/gb-2007-8-6-r115 17573972PMC2394763

[B48] TroveroM. F.Rodríguez-CasuriagaR.RomeoC.SantiñaqueF. F.FrançoisM.FolleG. A. (2020). Revealing Stage-specific Expression Patterns of Long Noncoding RNAs along Mouse Spermatogenesis. RNA Biol. 17, 350–365. 10.1080/15476286.2019.1700332 31869276PMC6999611

[B49] ViningL. M.ZakL. J.HarveyS. C.HarveyK. E. (2021). The Role of Apoptosis in Cryopreserved Animal Oocytes and Embryos. Theriogenology 173, 93–101. 10.1016/j.theriogenology.2021.07.017 34365139

[B50] WangN.LiC.-Y.ZhuH.-B.HaoH.-S.WangH.-Y.YanC.-L. (2017). Effect of Vitrification on the mRNA Transcriptome of Bovine Oocytes. Reprod. Dom Anim. 52, 531–541. 10.1111/rda.12942 28295644

[B51] WangJ.KogantiP. P.YaoJ. (2020). Systematic Identification of Long Intergenic Non-Coding RNAs Expressed in Bovine Oocytes. Reprod. Biol. Endocrinol. 18, 13. 10.1186/s12958-020-00573-4 32085734PMC7035783

[B52] WangJ.-J.NiuM.-H.ZhangT.ShenW.CaoH.-G. (2020). Genome-Wide Network of lncRNA-mRNA during Ovine Oocyte Development from Germinal Vesicle to Metaphase II *In Vitro* . Front. Physiol. 11, 1019. 10.3389/fphys.2020.01019 32973554PMC7461901

[B53] WeiH.QingY.PanW.ZhaoH.LiH.ChengW. (2013). Comparison of the Efficiency of Banna Miniature Inbred Pig Somatic Cell Nuclear Transfer Among Different Donor Cells. PLoS One 8, e57728. 10.1371/journal.pone.0057728 23469059PMC3585185

[B54] WhitelawC. B. A.SheetsT. P.LillicoS. G.TeluguB. P. (2016). Engineering Large Animal Models of Human Disease. J. Pathol. 238, 247–256. 10.1002/path.4648 26414877PMC4737318

[B55] WilkinsonS.LuZ. H.MegensH.-J.ArchibaldA. L.HaleyC.JacksonI. J. (2013). Signatures of Diversifying Selection in European Pig Breeds. Plos Genet. 9, e1003453. 10.1371/journal.pgen.1003453 23637623PMC3636142

[B56] WuG.-Q.QuanG.-B.ShaoQ.-Y.LvC.-R.JiangY.-T.ZhaoZ.-Y. (2016). Cryotop Vitrification of Porcine Parthenogenetic Embryos at the Early Developmental Stages. Theriogenology 85, 434–440. 10.1016/j.theriogenology.2015.09.015 26462660

[B57] XiangD. C.JiaB. Y.QuanG. B.ZhangB.ShaoQ. Y.ZhaoZ. Y. (2019). Effect of Knockout Serum Replacement during Postwarming Recovery Culture on the Development and Quality of Vitrified Parthenogenetic Porcine Blastocysts. Biopreserv. Biobank. 17, 342–351. 10.1089/bio.2018.0132 31009253

[B58] YangH.WuZ. (2018). Genome Editing of Pigs for Agriculture and Biomedicine. Front. Genet. 9, 360. 10.3389/fgene.2018.00360 30233645PMC6131568

[B59] YangC. X.WangP. C.LiuS.MiaoJ. K.LiuX. M.MiaoY. L. (2020). Long Noncoding RNA 2193 Regulates Meiosis through Global Epigenetic Modification and Cytoskeleton Organization in Pig Oocytes. J. Cel. Physiol. 235, 8304–8318. 10.1002/jcp.29675 32239703

[B60] YangC. X.WuZ. W.LiuX. M.LiangH.GaoZ. R.WangY. (2021). Single‐cell RNA‐seq Reveals mRNAs and lncRNAs Important for Oocytes *In Vitro* Matured in Pigs. Reprod. Dom Anim. 56, 642–657. 10.1111/rda.13901 33496347

[B61] YoshiokaK.SuzukiC.TanakaA.AnasI. M.-K.IwamuraS. (2002). Birth of Piglets Derived from Porcine Zygotes Cultured in a Chemically Defined Medium1. Biol. Reprod. 66, 112–119. 10.1095/biolreprod66.1.112 11751272

[B62] YueY.XuW.KanY.ZhaoH.-Y.ZhouY.SongX. (2021). Extensive Germline Genome Engineering in Pigs. Nat. Biomed. Eng. 5, 134–143. 10.1038/s41551-020-00613-9 32958897

[B63] ZhangY.YangZ.WuJ. (2007). Signaling Pathways and Preimplantation Development of Mammalian Embryos. FEBS J. 274, 4349–4359. 10.1111/j.1742-4658.2007.05980.x 17680809

[B64] ZhangF.ZhangZ.-Y.CaiM.-D.LiX.-X.LiY.-H.LeiY. (2020). Effect of Vitrification Temperature and Cryoprotectant Concentrations on the mRNA Transcriptome of Bovine Mature Oocytes after Vitrifying at Immature Stage. Theriogenology 148, 225–235. 10.1016/j.theriogenology.2019.11.006 31761539

[B65] ZhangL.QiX.NingW.ShentuL.GuoT.ZhangX. (2020). Single-cell Transcriptome Profiling Revealed that Vitrification of Somatic Cloned Porcine Blastocysts Causes Substantial Perturbations in Gene Expression. Front. Genet. 11, 640. 10.3389/fgene.2020.00640 32793277PMC7394247

# Supplementary material for: Transcriptome Analysis of mRNAs and Long Non-Coding RNAs During Subsequent Embryo Development of Porcine Cloned Zygotes After Vitrification
**Source:** Front Genet. 2021 Dec 17;12:753327. doi: 10.3389/fgene.2021.753327
**Supplement:** Supplementary file 4

Table S1. Primers used for qRT-PCR analysis.

| **Transcript type** | **Gene ID** | **Gene**  **symbol** | **Primer sequence (5'—3')** | **Fragment**  **Size (bp)** | **GenBank Access No.** |
| --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |
| mRNA | ENSSSCG00000001362 | MDC1 | F:5-AGTGATTCCAGAACCAGGCA-3  R:5-CTCTTGTGCAGGTTTGGTCC-3 | 100 | XM_013977588.2 |
| mRNA | ENSSSCG00000033177 | CDC26 | F:5-AATGCCGGATCCTTAACCCA-3  R:5-AGTGGTCTCTTCATTGCCCA-3 | 100 | XM_013993766.2 |
| mRNA | ENSSSCG00000008427 | KCNK12 | F:5-TAGAACAGCCGCTACACACA-3  R:5-AAAGCCTGCTAAGCCCCTTA-3 | 127 | XM_005674606.3 |
| mRNA | ENSSSCG00000010341 | TSPAN1 | F:5-AAATAAGTCTGCCTCCGCCT-3  R:5-ATTAGATCCCTCCCCACCCT-3 | 106 | XM_005665450.3 |
| mRNA | ENSSSCG00000033325 | TRIM35 | F:5-TGCAGAAGGGAGGGAAAGAG-3  R:5-GACAGAACAAGAGGGAGGCT-3 | 145 | XM_001928380.5 |
| mRNA | ENSSSCG00000033761 | FOXG1 | F:5-CCCTGCCCTGTGAGTCTTTA-3  R:5-GGTTGGAAGAAGACCCCTGA-3 | 108 | XM_021099188.1 |
| mRNA | ENSSSCG00000005710 | LAMC3 | F:5-CCCCGTCCTGTGTGAATACT-3  R:5-TGTGTGTGTGTGTATGGGGT-3 | 150 | XM_003353687.5 |
| mRNA | ENSSSCG00000026922 | DRAM2 | F:5-TGTCCAGTCCTGATTGCTGT-3  R:5-ATCAAGTCCCTGTTCCTCCC-3 | 150 | XM_005663559.3 |
| mRNA | ENSSSCG00000009144 | ETNPPL | F:5-TCTTCTGCTGTTGGTTTGGC-3  R:5-AGGCCAACACCCCTGATATC-3 | 149 | XM_021101686.1 |
| mRNA | ENSSSCG00000040815 | DUSP5 | F:5-AGGTCCTTGTCCACTGTGAG-3  R:5-CACACTCCTCCTCTGCTTGA-3 | 125 | XM_003359366.4 |
| mRNA | ENSSSCG00000030921 | APOA1 | F:5-CTGGGATCGGGTGAAGGATT-3  R:5-TGAGGTGTTTTCCCAAAGCG-3 | 107 | NM_214398.1 |
| mRNA | ENSSSCG00000027628 | IL6R | F:5-ACCCTAAGCTTTCCCTGTCC-3  R:5-GGTATTATTGGCCGAGCTGC-3 | 134 | XM_021088726.1 |
| mRNA |  | GAPDH | F:5-AAGTTCCACGGCACAGTCAAG-3  R:5-CACCAGCATCACCCCATTT-3 | 112 | AK234838 |
| lncRNA | MSTRG.73238 | MSTRG.73238.1 | F:5-TTCGGTGTGCTGATGACAAT-3  R:5-CGTTTGCTCGGATTTGACTT-3 | 131 |  |
| lncRNA | MSTRG.61964 | MSTRG.61964.1 | F:5-AAGTGGGTTGGTGTGAAAGC-3  R:5-GGGACACAGACTGGTGAGGT-3 | 126 |  |
| lncRNA | MSTRG.11122 | MSTRG.11122.4 | F:5-CCCTTGATTGTCCTCGTGAT-3  R:5-CAAAGCCTTGCCAAAAAGAG-3 | 103 |  |
| lncRNA | MSTRG.29072 | MSTRG.29072.11 | F:5-ACAGTGAGACGGGCTGAACT-3  R:5-GTGCCGTTGTTTGGTTTTCT-3 | 94 |  |
| lncRNA | MSTRG.51966 | MSTRG.51966.7 | F:5-TCCGACTAGGAACCATGAGG-3  R:5-TCTGCAACCTACACCACAGC-3 | 96 |  |
| lncRNA | MSTRG.79832 | MSTRG.79832.3 | F:5-TCCGACTAGGAACCATGAGG-3  R:5-TCTGCAACCTACACCACAGC-3 | 96 |  |

How the deposited data were processed for this re-analysis (not part of the article)

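The data are the RNA-seq libraries of cloned pig embryos from vitrified and from fresh zygotes, 18 libraries in all, with 3 vitrified and 3 fresh libraries at the 2-cell, 4-cell and blastocyst stages. According to the paper, the authors trimmed the reads with Cutadapt, checked them with FastQC, mapped them to the pig genome with Bowtie2 and HISAT2, assembled transcripts with StringTie, and computed FPKM values per library with StringTie. The versions of these tools, the genome build and the annotation release are not given in the paper's text. As deposited, a zero FPKM is replaced with 0.0001. The fold column of the deposited tables is the authors' ratio of the mean FPKM of the vitrified over that of the fresh libraries, and their log2 column is the log2 of that ratio, both of which were recomputed and found equal. The p-values and q-values of the deposited tables are the authors', from edgeR according to the paper, which does not state the input, the version or the adjustment. The mark of significance in these tables falls on the genes with an unadjusted p under 0.05 and a log2 ratio beyond 1. Each table lists 24358 genes, of which 6907 carry no symbol in it, and 925 of these were given one from the reference.

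The number of valid reads per library ranged from 42379092 to 49207984 in 2-cells, from 33920430 to 49709284 in 4-cells and from 29816934 to 45544052 in blastocysts, as the paper's Table S2 lists them. FPKM values do not carry the counts behind a gene, so the precision of a value is known only from the spread between libraries.

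Within each stage, log2(FPKM + 1) was compared between vitrified and fresh libraries with limma 3.58.1 in R 4.3.3, with a trend of the variance on the mean level. Genes were tested when at least 3 of the 6 libraries reached 1 FPKM. Genes past the paper's threshold are called, and the Benjamini-Hochberg adjustment ran over the genes tested at a stage. Of the genes the files annotate with the paper's terms, the called genes were compared with the genes tested by a one-sided Fisher's exact test, adjusted over the terms named for the stage. GO terms with at least 5 tested genes were also tested, for the higher and the lower genes apart, and adjusted over all of these terms. The GO annotation of 1419 genes and the KEGG annotation of 5 genes were not used here. In all, 37 gene lists were examined where at least 5 members were tested, with camera at a preset correlation of 0.01 between genes, with camera at an estimated correlation, and with fry, adjusted over the lists of a stage. Whether the effect of vitrification differs between stages was tested with an interaction term over all 18 libraries. The change in 4-cells was also correlated across genes with the difference between blastocysts and 2-cells.

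The genes named in the text were chosen by a rule. For each stage it takes the 10 highest and the 10 lowest fold changes among called genes with a symbol whose vitrified libraries all lie on one side of the fresh libraries, every gene the paper names, and up to 4 called members of each list described. Values in the paper's supplementary tables had been seen before this rule was written, and genes outside it are marked where they are named. The results of some genes are not reported here.

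The paper does not say whether libraries with the same replicate number share a day of nuclear transfer. The correlation between the 2 libraries of a replicate number, after the mean of each group was removed, was 0.22, 0.37 and 0.42 in 4-cells, so the fit with the replicate number as a block is given beside the count for that stage. The alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 5 FPKM, quantile normalization, scaling by the median ratio, the replicate block, weights per library, robust variance estimates, all 18 libraries in a single fit, the authors' p-values, the ratio of mean FPKM as the fold change, these together (chosen after seeing the data), and leaving out each library in turn. The calls were tested on simulated data with 100 genes changed by 1.5 and 100 by 3 on the log2 scale and no resemblance within a replicate number, where a change of 1.5 was called for 96% of genes at the 2-cell, 73% at the 4-cell and 95% at the blastocyst spread. The changed genes were drawn from those with a mean log2(FPKM + 1) over 3, so these shares do not hold for lower genes. In the same simulations, 60, 363 and 67 unchanged genes were called. An adjusted p under 0.05 from limma was reached by 80%, 4% and 72% of the genes changed by 1.5. Of those changed by 3, 97%, 55% and 96% reached it, so at the 4-cell spread most changes of 1.5 are missed after adjustment. The lncRNA data were not analysed here, and the paper's Tables S3 to S5 were held only in part and were not compared gene by gene.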

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

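The tests of explanations in this part were all chosen after the results were seen. The interaction between vitrification and stage, over 11361 genes, gave 932 genes at an unadjusted p under 0.05 where chance gives 568, and 4 genes at an adjusted p under 0.05 from limma. HBE1 stood out because it was lower in vitrified blastocysts and not listed above the lowest value earlier (adjusted p = 0.00262 from limma for the difference between stages), with 0.0001 FPKM in all 12 libraries of 2-cells and 4-cells. PHF1, a partner of the Polycomb complex, also differed between stages (adjusted p = 0.0177 from limma), at 2.01 to 3.17 FPKM in fresh and 0.0930 to 0.236 FPKM in vitrified blastocysts and under 0.4 FPKM earlier. C1orf105 (adjusted p = 0.0195 from limma) had a log2 fold change of 0.56 in 2-cells and -1.97 in 4-cells. XPNPEP3, a mitochondrial aminopeptidase (adjusted p = 0.0436 from limma), had 0.64 in 2-cells, -1.94 in 4-cells and -0.16 in blastocysts. When 1 of the 18 libraries was left out, HBE1 was called in 18 of the fits, PHF1 in 17, C1orf105 in 14 and XPNPEP3 in 5. This fit takes 1 variance per gene over all 18 libraries. For HBE1 and C1orf105, stages listed at the lowest value lower that variance, and for PHF1 the stages under 0.4 FPKM do so. For these genes, p therefore does not measure the spread at the other stages alone. None of the 4 genes had an adjusted p under 0.05 from limma in the fit of a single stage. Regrouping the libraries within each stage gave at least 4 genes in 35 of 100 regroupings and 21 genes at most, so chance is not excluded for this count. In 4-cells alone, splits that part 1 replicate number and keep the libraries of each other one together called 103 to 747 genes. The other splits that part each replicate number, as the real one does, called 142 to 177. The regroupings ignore any resemblance between libraries of a replicate number, which can raise their counts, so they cannot decide the question.

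ENSSSCG00000036186 and ATP6V0D2 are genes the paper does not discuss that differed between the groups at an adjusted p under 0.05. ENSSSCG00000036186 was listed at 0.0001 FPKM in 3 of 3 fresh and at 32.0 to 40.9 FPKM in 3 of 3 vitrified 4-cell libraries (adjusted p = 0.00286 from limma), and at 0.481 to 19.6 FPKM in fresh 2-cells. ATP6V0D2 was higher in 3 of 3 vitrified blastocysts, by 1.98 on the log2 scale (adjusted p = 0.0418 from limma). Neither passes under all settings, since no gene had an adjusted p under 0.05 in 4-cells without fresh replicate 1 or 2, or in blastocysts without fresh replicate 2 or 3, with quantile normalization, the median ratio, the replicate block or no filter. No explanation was tested for these 6 genes.

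Vitrified 4-cell replicate 3 stands apart from the other 4-cell libraries, with genes of genome activation raised in it. Their median deviation from the mean of the other 5 libraries of the stage was 1.33 on the log2 scale, against at most 0.308 in another 4-cell library, and its deviation correlated across genes with the difference between blastocysts and 2-cells at 0.546, against at most 0.054. The tables argue against fewer mapped reads (44808069, the most of the 4-cell libraries, against at most 38488898), against a few genes taking most of the signal (31.8% of its FPKM in the 10 highest genes, against up to 38.4%), and against the authors' scaling, since the correlation was 0.566 after quantile normalization. They also argue against fibroblasts (1 of 33 markers at 10 FPKM or more, S100A4), cumulus or granulosa cells (1 of 24, NR5A2) and leukocytes (2 of 24, CD74 and CD86, against at most 1 in another 4-cell library) making up most of the pool, while a few such cells are not excluded, and against a library of another stage under this label, since its correlation was 0.833 with the mean of the other 4-cell libraries and 0.695 with that of the 2-cell libraries. What stays open is that these 2 embryos may have been further along in development at 48 h, which is a hypothesis found and tested in the same libraries and says nothing of vitrification, as a single library carries it.

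In vitrified blastocysts, APOA1, APOA2, APOC3 and APOE were lower, with a median log2 fold change of -3.26. The tables argue against the authors' scaling, since the median was -3.39 after scaling by the median ratio, and against fewer mapped reads, with a median of 28104775 in vitrified and 27781271 in fresh blastocysts. Fewer hypoblast cells could lower these genes together with other hypoblast genes, of which 4 of 10 lay under the median of all genes by more than 1 standard error and 1, GATA6 (0.59, standard error 0.19), over it. A change in hypoblast cells and a change within cells cannot be told apart here, since each library is a whole blastocyst.

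HIST1H1D and EED had a lower mean in vitrified 2-cells mainly through fresh 2-cell replicate 2, the highest library for both (77.3 and 3.64 FPKM). The 100 genes most raised in that library rise by a median of 2.96 on the log2 scale from 2-cells to 4-cells, against at most 0.251 for the genes most raised in another 2-cell library, and they deviated by 1.65 in vitrified 4-cell replicate 3, against at most 0.026. These genes were kept for at least 1 FPKM in 3 or more of the 18 libraries. A gene high in 1 2-cell library alone therefore passes only through a later stage, which favours genes that rise. The other libraries' genes were also less raised (smallest deviation 0.758 to 1.59, against 2.01), so this contrast is partly built in and cannot decide. Over all genes, however, the deviation of fresh 2-cell replicate 2 correlated at -0.054 with the difference between blastocysts and 2-cells (-0.127 to 0.084 in the other 2-cell libraries). With the deviation of vitrified 4-cell replicate 3 it correlated at 0.042 (-0.101 to 0.066 in the others). Genes of genome activation deviated in it by a median of 0.131, the highest of the 2-cell libraries but small. The tables argue against another depth (40348570 mapped reads, within the range of up to 44326027) and against a few genes taking most of the signal (23.0% in the 10 highest genes, against up to 29.8%). An embryo further along toward the 4-cell stage stays open for EED, which reached 50.9 FPKM in a 4-cell library and was at 5.05 FPKM in the lowest, but the tables argue against it for HIST1H1D, which was at 25.7 FPKM at most in 4-cells. The cause for HIST1H1D stays open, since more RNA without a poly(A) tail cannot be told apart with a median deviation of -0.0726 over 71 small RNA genes, within the range of the other 2-cell libraries, while the 20 histones were highest in this library (a mean deviation of 0.68), and neither reads shared between histone genes nor an explanation that involves vitrification was tested.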

How the results depend on the processing

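The alternatives for single genes other than the pseudocount of 0.1, the replicate block and leaving out 1 library, those for gene lists under the median ratio and the replicate block, for the terms under the block, the authors' p-values and ratio together, and those that leave out 1 library for the terms and for the difference between stages, were chosen after seeing the data. The number of called genes moved by more than 1.5 times under several settings, and the cause was not tested unless stated. In 2-cells it was 38, and it became 99 with a pseudocount of 0.1, 125 with weights per library, 112 with the ratio of mean FPKM and 130 with the authors' p-values and ratio together. In 4-cells it was 303, and it became 146 with a mean of at least 5 FPKM, where fewer genes are tested, 486 with the replicate block, 641 with weights per library, 634 in the fit of all 18 libraries and 178 with the authors' p-values. In blastocysts it was 177, and it became 363 with a pseudocount of 0.1, 410 with the ratio of mean FPKM and 375 with the authors' p-values and ratio together. The added 1 shrinks the fold changes of low genes by its construction, a smaller pseudocount shrinks them less, and the ratio does not shrink them.

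Genes at an adjusted p under 0.05 numbered 0 in 2-cells and became 191 with weights per library and 5 with the authors' p-values. In 4-cells they numbered 1 and became 3 with weights and 37 in the fit of all libraries. In blastocysts they numbered 1 and became 0 without a filter, with quantile normalization, with the median ratio and with the block, 9 with weights, 27 in the fit of all libraries and 53 with the authors' p-values. The genes shared by the 3 stages numbered 0, and 1 with the block and with weights. The genes whose change differed between stages numbered 4, and 2 with a pseudocount of 0.1 and with a mean of at least 5 FPKM.

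Of the gene lists, 3 changed in 2-cells, 6 in 4-cells and 9 in blastocysts. With an estimated correlation these became 0, 0 and 0, and with fry 0, 1 and 0, where the 1 is the list of interferon and antigen presentation (adjusted p = 0.0274 from limma's fry test, lower), which camera did not call. Of the paper's terms, 0 passed in 2-cells, 0 in 4-cells and 2 in blastocysts. With the authors' marks over all genes of their tables 3 passed in 2-cells and 10 in 4-cells, with their marks over the genes tested 2 passed in 4-cells, and with the higher genes alone 0 passed in blastocysts.

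Leaving out 1 library gave 46 (without vitrified replicate 2) to 124 called genes (without fresh replicate 1) in 2-cells, 171 (without fresh replicate 2) to 739 (without vitrified replicate 2) in 4-cells and 167 (without fresh replicate 2) to 303 (without vitrified replicate 3) in blastocysts. The genes at an adjusted p under 0.05 ranged from 0 to 3, from 0 to 2 and from 0 to 3. The genes shared by the stages ranged from 0 to 1, and those that differed between stages from 1 (without vitrified 2-cell replicate 2) to 44 (without vitrified 4-cell replicate 2). The changed lists ranged from 1 to 3, from 1 to 10 and from 4 to 10, and the enriched terms from 0 to 1, from 0 to 0 and from 1 to 2. The correlation of the 4-cell change with the stage difference was 0.34 and ranged from -0.097 (without vitrified replicate 3) to 0.447.

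Single genes that the paper names and that were not called changed sign under some settings. HIST1H1D became 0.10 with weights and ranged from -1.23 to 0.0278 when 1 library was left out. MYSM1 became 0.0204 with quantile normalization and ranged from -0.26 to 0.0614. POGZ became -0.22 with weights and ranged from -0.18 to 0.24. FAR1 became -0.0535 as the ratio, with or without the authors' p-values, and ranged from -0.23 to 0.28. NDEL1 became 0.0652 with quantile normalization, 0.14 with the median ratio and 0.11 with weights, and ranged from -0.25 to 0.13. ABCF3 became 0.0142 as the ratio, with or without the authors' p-values, and ranged from -0.21 to 0.12. The ranges were -0.32 to 0.0653 for ACIN1, -0.35 to 0.00625 for NNT, -0.42 to 0.0835 for GIN1 and -0.15 to 0.70 for KIF20B. The adjusted p of the proteasome list in 4-cells ranged from 0.00269 to 0.754, where its direction turned (without vitrified replicate 3, from limma).

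No called gene that the rule for naming genes takes changed direction under any alternative. Of their values under the alternatives, 262 were past the threshold and 52 were not in 2-cells, 686 and 209 in 4-cells, and 719 and 68 in blastocysts. Of the 19, 54 and 47 such genes, 6, 14 and 34 were called whichever library was left out. The replicate block, with correlations between the libraries of a replicate number of 0.03, -0.11 and 0.11 in 2-cells and 0.25, 0.05 and 2.78e-04 in blastocysts, gave 49 and 198 called genes. It ended the call of the proteasome list in 4-cells (adjusted p = 0.0535 from limma) and of no other list, and of none of the 120 called genes that the rule takes.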

Differences from the paper's values

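For 2-cells the paper reports 167 DE mRNAs, 33 up and 134 down, and 38 were called here, 15 higher and 23 lower, at the paper's threshold. Of the alternatives set before the data were examined, the total falls within 1.5 times the paper's with weights per library (125), the ratio of mean FPKM (112) and without fresh replicate 1 (124), and the higher count with a pseudocount of 0.1, quantile normalization, the ratio and without vitrified replicate 2. With the authors' p-values and ratio together, a setting chosen after seeing the data, the total (130), the higher count (28) and the lower count (102) do so. The others do not, among them the authors' p-values alone (54, with 15 higher and 39 lower).

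For 4-cells the paper reports 469 DE mRNAs, 411 up and 58 down, and 303 were called here, 87 higher and 216 lower. The total falls within 1.5 times the paper's with the replicate block (486), weights per library (641), all 18 libraries in a single fit (634), the ratio of mean FPKM (321), without vitrified replicate 1 (340) and without vitrified replicate 3 (370), and the lower count with the authors' p-values and ratio together (40). No alternative does so for the higher count. The paper has more up- than down-regulated mRNAs in 4-cells, and here more genes were lower, while quantile normalization (165 higher, 129 lower), the median ratio (156 and 125), the authors' p-values (140 and 38) and these with their ratio (228 and 40) have more higher genes, and the ratio alone (90 and 231) has more lower genes.

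For blastocysts the paper reports 389 DE mRNAs, of which 200 down, and 177 were called here, 60 of them lower. The total falls within 1.5 times the paper's with a pseudocount of 0.1 (363), the ratio of mean FPKM (410), the authors' p-values and ratio together (375), without fresh replicate 1 (269) and without vitrified replicate 3 (303), and no alternative does so for the lower count. At every stage, the settings with the authors' p-values count only the genes tested here, in blastocysts 375 of the 532 that the authors mark. Over all genes of their table, 215 are marked as down in blastocysts, close to the paper's 200. The paper's count of up-regulated mRNAs in blastocysts is not compared here. The paper reports 3 mRNAs shared by the 3 stages, and 0 were shared here, with no alternative within 1.5 times the paper's value. Over all genes of the authors' tables, 2 are marked at all 3 stages.

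On the log2 scale, the paper's value for CDC26 in 2-cells is about 1.3 in Fig. 8A, read by eye, and it was 0.71 here and 0.83 as a ratio of mean FPKM, with no alternative within the error. For LAMC3 in 4-cells the paper's value is about -2.4 in Fig. 8B, read by eye, and it was -1.42 here and -3.48 as a ratio of mean FPKM. A pseudocount of 0.1, without fresh replicate 2 and without fresh replicate 3 bring LAMC3 within the error, and the other alternatives do not. The error is the standard error of the log2 fold change with a pseudocount of 0.1. The values read for KCNK12, TSPAN1, DRAM2, APOA1, IL6R and DUSP5 lay within the error of the ratio of mean FPKM. Fig. 8 sets out the qRT-PCR results, and whether the values read there come from qRT-PCR or RNA-seq is not given here.

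The paper gives HIST1H1D, HIST1H1E and EED as down-regulated in 2-cells. HIST1H1D (-0.77) was called only with the authors' p-values and ratio together (-1.27), HIST1H1E (-0.63) under no setting, and EED was not tested. The paper gives GCLM as up-regulated, and it was too low to be tested, while the deposited table marks it with 1.66. PPP1R15B in 4-cells (1.04) was called with weights per library, in the fit of all libraries, with the authors' p-values, with these and their ratio together, and without vitrified replicate 2. The deposited table marks PPP1R15B as up, with 1.82. SCARB1 in blastocysts (-0.71) was called with a pseudocount of 0.1, the ratio, and the authors' p-values and ratio together, and NR1I3 was not tested and carries no mark in the deposited table. ETNPPL, which the paper selects as differentially expressed, was called with the authors' p-values, with these and their ratio together, and without vitrified replicate 2, and CDC26 under no setting. MDC1 and TRIM35 were not tested. Of the cis target genes that the paper's text names, ISYNA1 was called, and SLC31A1, ITPKA and DAPL1 were called under some settings. For single genes, the settings other than the pseudocount of 0.1, the replicate block and leaving out 1 library were chosen after seeing the data.

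The paper reports its terms as enriched, and here 0 of 20 were in 2-cells, 0 of 29 in 4-cells and 2 of 21 in blastocysts, those of cholesterol metabolism and PPAR signalling. With the authors' marks over all genes of their tables, 3 passed in 2-cells, 10 in 4-cells and 3 in blastocysts, and over the genes tested 0, 2 and 2. With the lower genes alone, metal ion binding passed in blastocysts, and without fresh replicate 1, protein heterodimerization activity passed in 2-cells, an alternative chosen after seeing the data.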

Other observations

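Genes of oxidative phosphorylation lay mostly above 0 in vitrified 2-cells and mostly below 0 in vitrified blastocysts, with 1 of 62 tested genes called in 2-cells and 0 of 69 in blastocysts. In 2-cells, 49 of the 62 were above 0, with a median 0.31 above that of all genes (adjusted p = 1.68e-08 from limma's camera test, and adjusted p = 0.725 with an estimated correlation), and in blastocysts 49 of the 69 were below 0, with a median -0.29 from that of all genes (adjusted p = 7.44e-06 from limma's camera test, and adjusted p = 0.656 with an estimated correlation), or adjusted p = 0.0554 from limma after quantile normalization. No ribosomal protein gene was called at these stages, and their log2 fold changes were above 0 in 2-cells in 39 of 57 (adjusted p = 0.00388 from limma's camera test, and adjusted p = 0.790 with an estimated correlation, lost without fresh replicate 1, fresh replicate 3 or vitrified replicate 3) and below 0 in blastocysts in 47 of 60 (adjusted p = 4.08e-09 from limma's camera test, and adjusted p = 0.656 with an estimated correlation). The difference between the stages was not tested for these lists.

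In vitrified blastocysts, genes of interferon and antigen presentation were below 0 in 8 of 9 (adjusted p = 5.40e-04 from limma's camera test, and adjusted p = 0.656 with an estimated correlation), and 1 was called, UBE2L6, a conjugating enzyme of ISG15, at 2.09 ± 1.74 FPKM (SD, n = 3) against 7.67 ± 1.73 FPKM (SD, n = 3). Immediate early genes were above 0 in 13 of 17 (adjusted p = 0.0290 from limma's camera test, and adjusted p = 0.656 with an estimated correlation), with ATF3, DUSP5 and JUN called, and lost the call without fresh replicate 1, vitrified replicate 1 or vitrified replicate 2. Genes of ribosome biogenesis were below 0 in 34 of 53 (adjusted p = 0.0290 from limma's camera test, and adjusted p = 0.656 with an estimated correlation), with RRP12 called, and lost the call without fresh replicate 2, vitrified replicate 1 or vitrified replicate 2. In vitrified 4-cells, immediate early genes were above 0 in 12 of 16 (adjusted p = 0.00346 from limma's camera test, and adjusted p = 0.835 with an estimated correlation), with SPRY2 and DUSP5 called, and lost the call without vitrified replicate 3. Genes of the proteasome and ubiquitin were above 0 in 25 of 45 (adjusted p = 0.0496 from limma's camera test, and adjusted p = 0.901 with an estimated correlation), or adjusted p = 0.243 from limma after quantile normalization, and lost the call without fresh replicate 1, fresh replicate 2 or vitrified replicate 3. In both of these lists the mean level was lowest in vitrified replicate 2 of the 6 libraries.

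Of the genes that the paper's text names as cis targets of lncRNAs, none but ISYNA1 was called, and the other targets in its Table S9 were not analysed here. The log2 fold changes in 2-cells were 0.13 for SMARCAD1 (standard error 0.20), -0.05 for MYSM1 (standard error 0.23), 0.02 for POGZ (standard error 0.27), -0.11 for ACIN1 (standard error 0.24), -0.14 for GIN1 (standard error 0.27), -1.34 for SLC31A1 (standard error 0.96), 0.42 for LARP7 (standard error 0.22), 0.02 for FAR1 (standard error 0.28), -0.17 for NNT (standard error 0.22), -0.44 for TXNL4B (standard error 0.27), 0.26 for MYEF2 (standard error 0.25). In 4-cells they were -0.78 for ITPKA (standard error 0.54), -0.08 for NDEL1 (standard error 0.45), -0.69 for RELCH (standard error 0.53), -1.28 for DAPL1 (standard error 0.84). DAPL1 was at 16.9 FPKM in vitrified replicate 3 and 172 to 230.0 FPKM in the other 5 libraries. In blastocysts they were -0.01 for ABCF3 (standard error 0.23), 0.42 for CCAR1 (standard error 0.30), 0.24 for KIF20B (standard error 0.40), and GDF9 was too low to be tested.

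Of the 269 genes that the authors' table marks as up in 4-cells, 211 were highest in vitrified replicate 3, and 121 (45.0%) stayed beyond a ratio of 2 without it, against 94.1% to 100% without another library. Of the 188 marked as down in 2-cells, 83 were highest in fresh replicate 1, 83 in fresh replicate 2 and 22 in fresh replicate 3, and 142 and 134 stayed beyond that ratio without fresh replicate 1 and fresh replicate 2. Of the 317 marked as up in blastocysts, 228 stayed so without vitrified replicate 1.

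All tests with other splits of the samples were chosen after the results were seen. A stage with 3 libraries against 3 has 10 splits, too few for a share under 0.05, so the real count is given with the highest of the other splits. In 2-cells, 38 genes were called against 90 in another split (7 of 10 splits as large), 0 against 1 at an adjusted p under 0.05 (10 of 10), 3 lists against 5 (2 of 10) and 0 terms against 2 (10 of 10). In 4-cells, 303 genes were called against 747 (6 of 10), 1 against 2 at an adjusted p under 0.05 (2 of 10), 6 lists against 11 (6 of 10) and 0 terms against 1 (10 of 10), and the correlation with the stage difference was 0.337 against 0.487 (9 of 10). The split with 747 genes sets fresh replicates 1 and 2 and vitrified replicate 2 against the rest, which points to a structure of the samples other than vitrification, and the 3 splits that part each replicate number as the real one does gave 154, 177 and 142. In blastocysts, 177 genes were called against 164 (1 of 10), 1 against 4 at an adjusted p under 0.05 (5 of 10), 9 lists against 8 (1 of 10) and 2 terms against 1 (1 of 10). For the genes shared by the 3 stages, 100 of 100 splits gave as many as the real 0, with 2 at most. Where the real count is 0 every split gives as many by construction, so these splits decide nothing.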
